# Transcriptome analysis reveals the complexity of alternative splicing regulation in the fungus *Verticillium dahliae*

**DOI:** 10.1186/s12864-017-3507-y

**Published:** 2017-02-06

**Authors:** Lirong Jin, Guanglin Li, Dazhao Yu, Wei Huang, Chao Cheng, Shengjie Liao, Qijia Wu, Yi Zhang

**Keywords:** Alternative splicing, Fungus, *Verticillium dahliae*, Intron retention

## Abstract

**Background:**

Alternative splicing (AS) regulation is extensive and shapes the functional complexity of higher organisms. However, the contribution of alternative splicing to fungal biology is not well studied.

**Results:**

This study provides sequences of the transcriptomes of the plant wilt pathogen *Verticillium dahliae*, using two different strains and multiple methods for cDNA library preparations. We identified alternatively spliced mRNA isoforms in over a half of the multi-exonic fungal genes. Over one-thousand isoforms involve TopHat novel splice junction; multiple types of combinatory alternative splicing patterns were identified. We showed that one *Verticillium* gene could use four different 5′ splice sites and two different 3′ donor sites to produce up to five mature mRNAs, representing one of the most sophisticated alternative splicing model in eukaryotes other than animals. Hundreds of novel intron types involving a pair of new splice sites were identified in the *V. dahliae* genome. All the types of AS events were validated by using RT-PCR. Functional enrichment analysis showed that AS genes are involved in most known biological functions and enriched in ATP biosynthesis, sexual/asexual reproduction, morphogenesis, signal transduction etc., predicting that the AS regulation modulates mRNA isoform output and shapes the *V. dahliae* proteome plasticity of the pathogen in response to the environmental and developmental changes.

**Conclusions:**

These findings demonstrate the comprehensive alternative splicing mechanisms in a fungal plant pathogen, which argues the importance of this fungus in developing complicate genome regulation strategies in eukaryotes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3507-y) contains supplementary material, which is available to authorized users.

## Background

Next-generation sequencing technology has provided pioneering opportunities for deciphering novel mechanisms of gene/genome regulation through sequencing and analysis of the cDNA libraries generated from the whole transcriptome of specific populations of RNA in experimental cells and tissues [1–5]. In addition to transcriptional regulation, alternative splicing (AS) of the primary transcripts of protein-coding genes represents one central post-transcriptional regulatory mechanism in shaping the transcriptome diversity and proteome complexity of higher eukaryotic genomes. High throughput transcriptome sequencing revealed that almost 94% of genes are alternatively spliced in humans [6]. In plants, alternative splicing was estimated to be 60% in *Arabidopsis*, 52% in soybean, 40% in cotton, 40% in maize, and 33% in rice intron-containing genes [7–12]. However, alternative splicing was not extensively studied because of the underestimated introns in fungi [13]. In recent years, highly developed high-throughput sequencing has revealed more introns than previously anticipated [14, 15]. In contrast to the predominant exon-skipping events in animals, plant and fungi AS events were reported to be predominantly involved in intron retention, while the other AS forms are rare [14–18].

AS controls almost all aspects of biological processes in mammalian cells and is involved in many human diseases [19–22], it is logical to expect it plays a role in biological functions of fungi. *Psc*RXLR1 was the first example of a non-effector transformed to a functional effector protein by alternative splicing in *Pseudoperonospora cubensis* [23]. *UmRrm75* is probably involved in cell growth, morphogenesis, and pathogenicity in *Ustilago maydis*, which was reported to be regulated by AS [24]. In addition, genes involved in virulence in fungal pathogens were reported to be regulated by alternative splicing [25, 26]. However, the influence from AS on the transcriptome output in the lower eukaryotic genomes is still limited.

*Verticillium* species are among the most devastating fungal pathogens that cause vascular wilt worldwide in a broad range of plant hosts including economically important crops such as cotton, soybean and tomato, but no effective chemical pesticides are available due in part to its soil-borne nature [27]. The recent release of the draft *V. dahliae* genome sequence [28] enables a genome-wide investigation of genes and molecular mechanisms underlying the pathogenicity of *V. dahliae*.

Here we used deep sequencing technology to profile the transcriptomes of two *V. dahliae* strains. Two different methods were applied to generate cDNA libraries for Illumina sequencing platform, showing the expression of over 95% of the annotated genes under the in vitro vegetative growth condition. Using computational algorithms developed in this study, we showed that about 50% of the intron-containing genes of *V. dahliae* were potentially under alternative splicing regulation. In addition to the large amount of intron retention AS events expected, we revealed over a thousand of AS events covering most non-intron-retention AS types. Combined with the functional clustering results of the AS genes, our results strongly suggest that this plant fungal pathogen has acquired sophisticated AS mechanisms to maximize its protein encoding potential and to control essential biological functions such as mycelium development, sporulation, signal response etc., and thus very likely AS contributes to the pathogenicity after the fungus encounters its hosts.

## Results

### Transcriptome landscape of *V. dahliae* and the likely enrichment of secondary structures in 5′ untranslated regions

To explore the AS in *V. dahliae*, two closely-related *V. dahliae* (V991w and V991b) isolates were subjected to next-generation sequencing. The cDNA was prepared from the polyadenylated RNA and subjected to the high-throughput sequencing using Illumina GAIIx platform. 

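For the 1st dataset, 1 library was made from each of the strains V991w and V991b, so a difference between the strains within this dataset had no replicate check. RNA from late-log phase cultures was selected for polyadenylation, fragmented with RNase III, made into non-directional libraries and sequenced from 1 end as 80-nt reads. The authors left out reads with 2 or more undetermined bases and aligned the others with TopHat to the V. dahliae genome and annotation of the Broad Institute, allowing at most 2 mismatches. They deposited, for each of 10535 annotated genes on 49 supercontigs, the number of reads, the RPKM, the fraction of the gene covered by reads and the mean depth per base. The methods state that for this dataset only reads mapped onto gene regions were analysed and deposited. The numbers of reads were whole numbers without normalization and were used here as counts, and a gene was taken as detected with at least 1 read. The deposited RPKM values were used as given. From each gene's reads, exonic length and RPKM, the library total behind the RPKM values was computed as the median over genes with at least 100 reads. This total was 9639110 reads in V991w and 10076884 reads in V991b, and the reads counted on genes made up 16.6 and 15.2% of it, respectively. The choice of this total scales every RPKM value of the dataset.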

We obtained a total of 1.37 and 1.43 millions of cDNA reads from the two strains, respectively, which unambiguously mapped onto the sequenced regions of the annotated genes (10,535) [28]. 

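The deposited numbers of reads on genes summed to 1597210 in V991w and 1530410 in V991b, or 3127620 for both strains. Among the detected genes, the median number of reads per gene was 38 in V991w and 36 in V991b. The 50 genes with most reads took 31.7% of the reads in V991w and 30.0% in V991b. At this depth, the smallest share that 3 reads can show was 0.000188% of the reads on genes in V991w and 0.000196% in V991b. This floor covers counting error only, since PCR copies of 1 molecule are not independent. A chi-square test on 7757 genes with at least 10 reads in these libraries together gave a chi-square of 22.6 per degree of freedom, so their counts differed by more than sampling noise. That test compares the 2 libraries and not the strains.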

Both strains showed a major distribution of the reads in the protein-coding regions (~70%), and the remaining reads matched the non-coding regions including 5′ UTR, 3′ UTR and intron (Additional file 1: Figure S1A and Additional file 2: Table S1A).

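At least 1 read was counted for 9073 genes in V991w and for 9335 genes in V991b. Together, 9657 of the 10535 annotated genes (91.7%) had at least 1 read in either strain. The threshold changed these numbers. With at least 5 reads required, 7557 genes were detected in V991w, 7851 in V991b and 8136 in either strain, and with an RPKM of at least 1 required, 6566, 6753 and 7130 genes, respectively. The deposited numbers of reads are truncated to whole reads, and 84 genes in V991w and 105 genes in V991b had 0 reads but an RPKM above 0. These genes were counted as not detected. Among the intron-containing genes, 92.3% were detected in the 1st dataset, and among the genes without introns 89.2%.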

Among the 10,535 annotated *V. dahliae* genes, 9657 genes (91.7%) obtained expression evidence, with 9073 and 9335 genes being detected in V991w and V991b, respectively (Additional file 1: Figure S1B). The average sequence depth per base of all gene regions reached 12.67, and the sequence coverage reached 50% for about two third of genes. 

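The mean depth per base over the exonic regions of all genes, weighted by exonic length, was 6.29 in V991w and 5.99 in V991b, which sum to 12.3 for the 1st dataset. The deposited coverage reached 50% of the gene for 5970 genes in V991w, 65.8% of the genes detected there, and for 6078 genes in V991b, 65.1% of those detected. The median fraction of a detected gene covered by reads was 0.72 in V991w and 0.69 in V991b. With 1 library per strain, no error can be given for these values.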

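In the 1st dataset, the median deposited RPKM of the detected genes was 3.05 in V991w and 2.65 in V991b. The quartiles were 0.84 and 8.50 in V991w and 0.84 and 7.20 in V991b. An RPKM below 10 was found for 7094 genes in V991w, or 78.2% of those detected, and for 7562 genes in V991b, or 81.0%. There were 192 genes in V991w and 201 genes in V991b with an RPKM of at least 100. These shares depend on the total that the RPKM is relative to. The paper's results text words RPKM as relative to the mapped reads in all genes, a smaller total than the one behind the deposited values. In a setting chosen after the values were seen, RPKM was computed relative to the reads counted on genes in place of the authors' library total. The median then was 18.2 in V991w and 17.2 in V991b, and 36.8 and 36.9% of the detected genes lay below an RPKM of 10.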

The quantitative expression level of each gene was represented by the number of Reads Per Kilo base of exonic region per Million (RPKM) mapped reads in all genes, showing that the majority of the *V. dahliae* genes was expressed relatively low-abundantly (Additional file 1: Figure S1C). We noticed the sequence depth at the 5′ and 3′ UTR regions were significantly higher than that of the CDS regions, which seems to be a global phenomenon (Additional file 2: Table S1C, Additional file 1: Figure S2A-C). The sequence depth in the intronic regions was higher than expected too. This result could be caused by the enriched local RNA secondary structure in non-coding regions, which were more susceptible to RNase III digestion and selectively enriched in the cDNA libraries [29–31].

In order to validate the results obtained using the RNase III fragmentation of polyA-mRNA, we constructed another set of cDNA libraries from the same *V. dahliae* strains using the ion fragmentation method instead (Fig. 1a). The total RNA was prepared from a different batch of microbe cultures to represent an independent biological repeat. 

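The 2nd dataset also had 1 library from each strain. The paper gives metal ion fragmentation, directional libraries and 73-nt reads for this dataset, while the sample labels name RNase III for all 4 libraries, and the paper's description was used here. The authors aligned and counted these reads as for the 1st dataset and deposited the same values for the 10535 annotated genes. The reads counted on genes summed to 7999512 in V991w and 9715635 in V991b, with a median of 214 and 256 reads per detected gene. The 50 genes with most reads took 20.3% of the reads in V991w and 20.2% in V991b. The smallest share that 3 reads can show was 3.75e-05% of the reads on genes in V991w and 3.09e-05% in V991b, which is a lower floor than in the 1st dataset. The library totals behind the deposited RPKM were 10198299 reads in V991w and 12292681 reads in V991b, and the reads on genes made up 78.4 and 79.0% of them. Since culture batch, fragmentation and library construction changed together between the datasets, their effects cannot be told apart. The datasets were used as replicates 1 and 2 of each strain, as the paper describes them.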

A total of 15.7 and 13.9 millions of sequence reads were obtained for the V991b and V991w strains, with an overall mapping efficiency of 79.6 and 75.2%, respectively. In both cases, the unique mapped reads were about 98% of the total mapped, and about a quarter of which were mapped to the intergenic region (Fig. 1b). The intergenic transcripts were not from the specific genomic regions but rather genome-wide (Fig. 1e). The total reads mapped to the genic regions were 16.7 million for these two strains, which were 6-fold of the first set of data. 

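The deposited reads on genes of the 2nd dataset summed to 17715147 for both strains, against 3127620 in the 1st dataset, a ratio of 5.66. The ratio was 5.01 in V991w and 6.35 in V991b. The mean depth per base over the exonic regions, summed over the strains, rose from 12.3 in the 1st dataset to 64.7 in the 2nd.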

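In the 2nd dataset, at least 1 read was counted for 9788 genes in V991w, 10046 genes in V991b and 10164 genes in either strain. The 2 datasets together detected 10243 genes. Of these, 586 genes were detected only in the 2nd dataset and 79 only in the 1st, a net gain of 507 genes or 4.81% of the annotated genes. The 586 genes had a median of 5 reads in the 2nd dataset, and 200 of them had at least 10 reads. Reads were found in both strains for 338 of them, in V991b only for 180 and in V991w only for 68. The net gain depended on the threshold and on the depth. It was 1457 genes with at least 5 reads required and 1917 genes with an RPKM of at least 1 required. When the reads of the 2nd dataset were thinned at random to the totals of the 1st, strain by strain, the median net gain over 10 draws was 60.5 genes, with a range of 51 to 73. From the small number of added genes, the paper proposes that the depth of the first dataset was adequate.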

Only 507 more genes (4.81%) were detected in the second one (Fig. 1c, Additional file 1: Figure S1B), suggesting an adequate sequence depth of the first one. 

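The number of genes covered over at least 50% of their length rose from 5970 in the 1st dataset to 7655 in the 2nd for V991w, and from 6078 to 8155 for V991b. Among genes read in both datasets and not fully covered in the 1st, 88.5% had a higher coverage in the 2nd dataset in V991w and 90.6% in V991b. Across genes, the deposited RPKM of the datasets was correlated on the log2(RPKM + 1) scale with a Pearson's r of 0.875 in V991w (9938 genes) and 0.859 in V991b (10132 genes), and Spearman's rho was 0.895 and 0.881. Genes are not independent replicates, so no p-value is given. The strains of the same dataset were closer to each other, with an r of 0.933 in the 1st dataset and 0.920 in the 2nd. The median RPKM of the detected genes was 15.7 in V991w and 14.8 in V991b in the 2nd dataset, against 3.05 and 2.65 in the 1st. The share of detected genes with an RPKM below 10 was 41.4% in V991w and 41.7% in V991b, against 78.2 and 81.0%. The median ratio of RPKM + 1 of the 2nd to the 1st dataset was 3.75 in V991w and 3.98 in V991b. When RPKM was rescaled with edgeR's TMM factors from the reads on genes, this ratio was 1.05 in both strains, and r was 0.896 in V991w and 0.881 in V991b. TMM factors centre the ratio between libraries near 1 by design, so the rescaled ratio does not measure whether the datasets had the same level. Relative to the reads counted on genes, which is nearer to the paper's wording of RPKM, the median ratio was 1.24 in V991w and 1.27 in V991b. That setting was chosen after the values were seen.

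**Figure D1:**
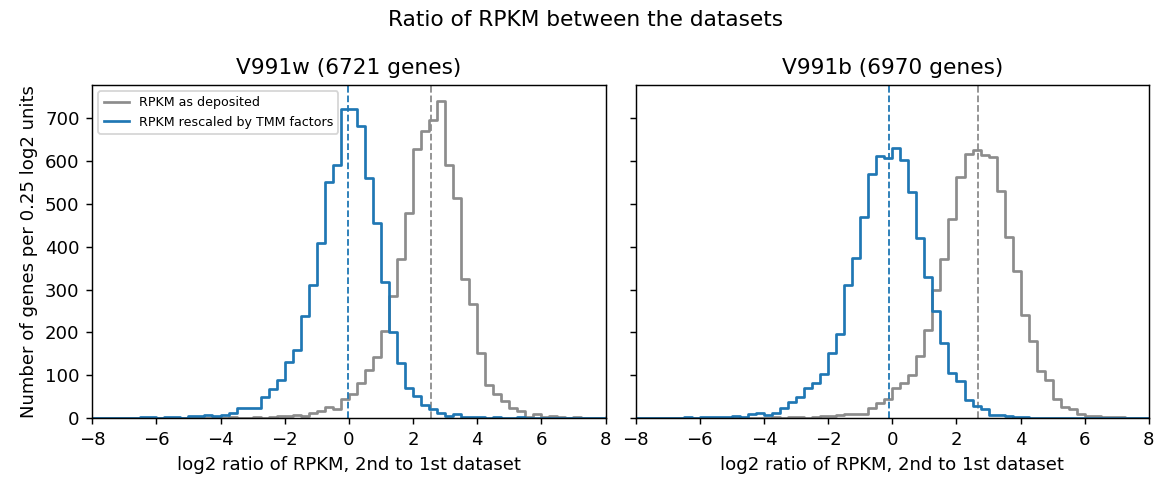
Number of genes (vertical axis, per 0.25 log2 units) by the log2 ratio of RPKM of the 2nd to the 1st dataset (horizontal axis), in V991w (left, 6721 genes) and V991b (right, 6970 genes), for genes with at least 10 reads in both libraries of the strain. Dashed lines mark the medians, which were 2.56 and 2.66 for the deposited RPKM (grey) and -0.029 and -0.097 after rescaling by TMM factors (blue), which centre the ratio by design, and 7 values beyond the ends of the axes at -8 and 8 are not drawn.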

The increased sequence depth substantially increased the gene coverage (Fig. 1c), while the RPKM values were substantially the same in both sets of data as expected (Fig. 1d, Additional file 1: Figure S1C), which further supported the confidence and quality of both datasets.

**Fig. 1:**
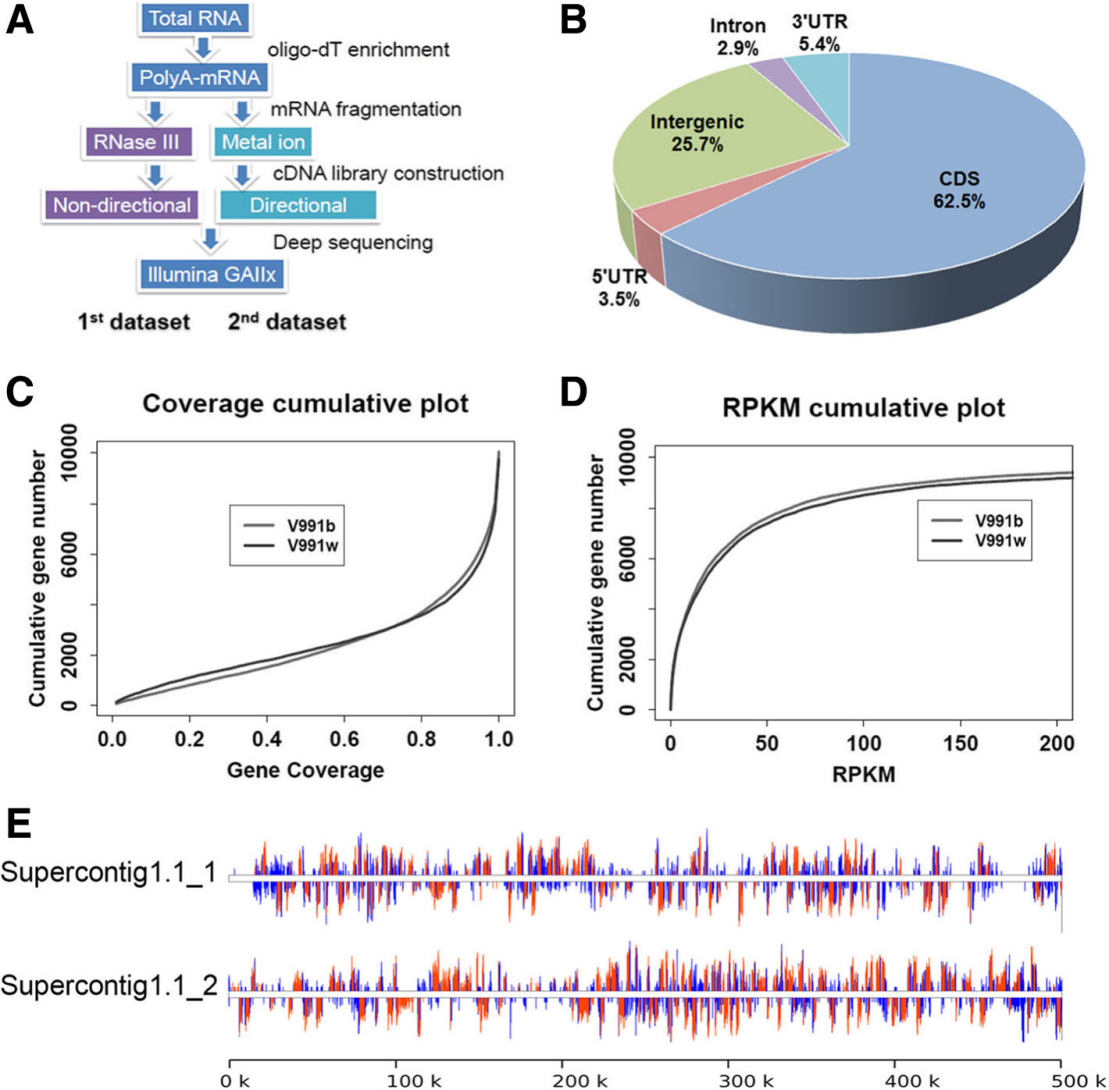
Expression profile of the annotated protein-coding genes in the *V. dahliae* genome. **a** The strategies used to generate the two sets of transcriptome data in this study. **b** Distribution of the mapped reads in different regions of the expressed genes. **c** RNA-seq reads coverage of all expressed genes. Base coverage of each mRNA by the mapped cDNA reads was first calculate, and the number of genes was then plotted against the coverage from 0 (no coverage) to 1 (100% coverage). **d** The expression level of all expressed genes represented by RPKM. RPKM stands for mapped Reads Per Kilo base of mRNA per Million reads. **e** Distribution of the mapped reads across the first 1000 kb of the supercontig 1 of the *V. dahliae* genome

Interestingly, the second dataset showed a drastic increase in the sequence depth in the CDS region, and a sharp decrease in the 5′ UTR region. A less extent of decrease in the intronic and 3′ UTR regions was observed (Additional file 2: Table S1, Additional file 1: Figure S2D). These results supported a hypothesis that the 5′ UTR of this fungal pathogen are more enriched in local secondary structures.

### The prevalence of intron retention in the *V. dahliae* transcriptome

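In the gene table of the deposited files, 8525 of 10535 genes (80.9%) had an intron length above 0. The introns within genes added up to 1960652 bases, or 11.1% of the total gene length of 17670256 bases. The median intron length summed per intron-containing gene was 156 bases. The mean exonic length was 1552 bases for genes with introns and 1232 bases for genes without.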

Survey of the *V. dahliae* genome reveals that 79.3% of the protein-coding genes (8359) contain at least one intron, predicting an important layer of genome regulation conducted by AS. The 19,150 introns cover 5.7% of the genome sequence. The average intron length was 100 bp and the intron-containing genes harbor an average of 2.3 introns. The annotated exons (29,685) have an overall average length of 530.7 bp, and intron-split exon of 476.4 bp (Fig. 2a). These features are quite different from the well-characterized human pathogen *Cryptococcus neoformans*, which has an average of 6.3 exons of 255 bp and 5.3 introns of 67 bp [17].

**Fig. 2:**
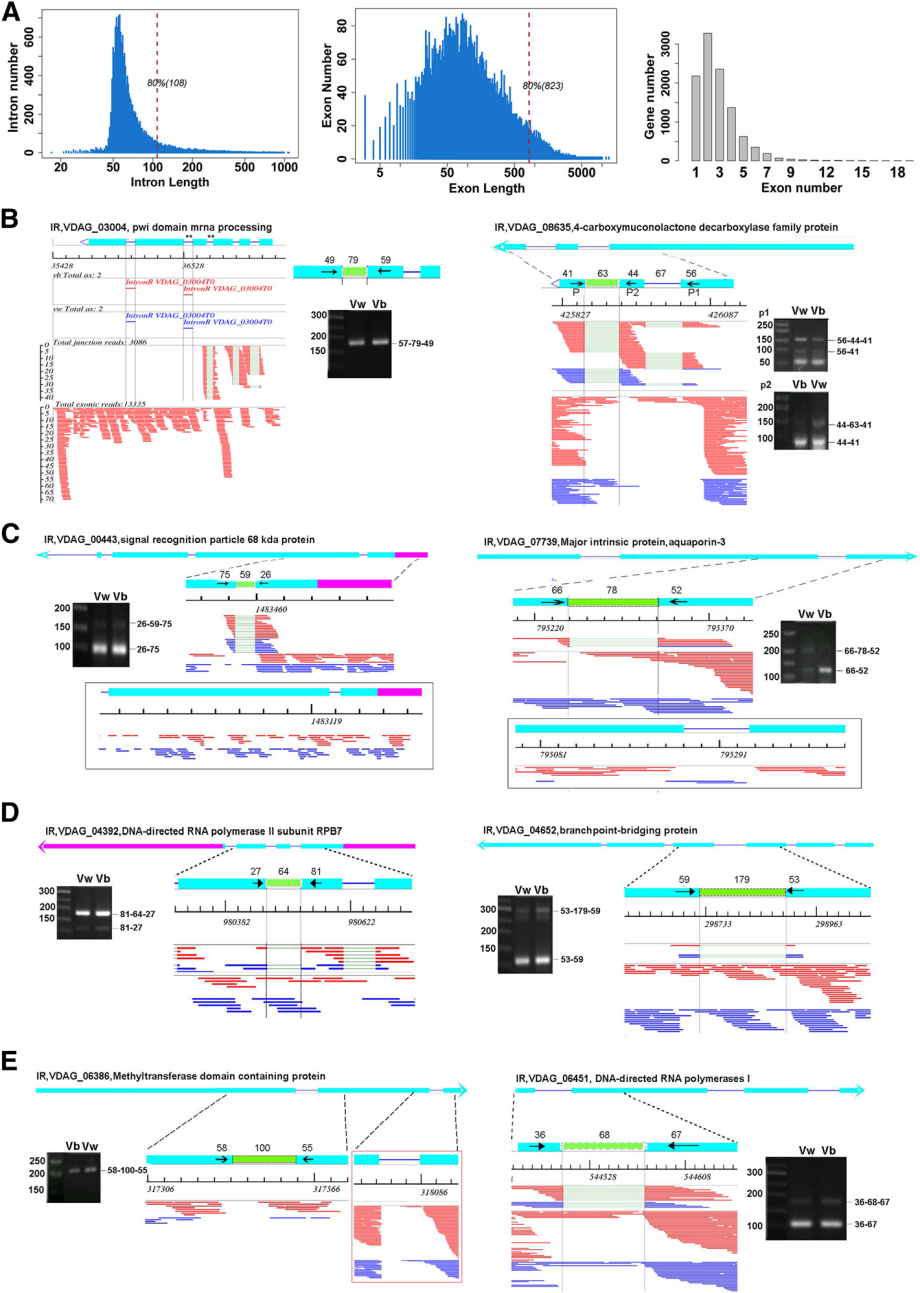
The prevalent regulation of mRNA output by intron retention (IR) in *V. dahliae*. **a** Structure features of *V. dahliae* genes. The statistics of the length distribution of all introns (*left*) and exons (*middle*), as well as the exon composition of each gene are shown. RT-PCR validation of IR events detected by the current iRAS algorithm from both datasets (**b**); from the 2nd but not the 1st dataset (**c**); from the 1st but not the 2nd (**d**); from neither (**e**). We developed an algorithm to visualize the alternative splicing events in each gene. For each gene, cDNA reads mapped to unique genomic locations were plotted and numbered, and the type of alternative splicing and the dataset in which the AS was detected were indicated. One full example was shown in (**b**, *left*), and the IR containing region used for RT-PCR is detailed above the electrophoresis gel. To simplify the presentation and emphasizing the read layout in the AS region, we show the structure of the gene containing the AS event at the top diagram with the known exons being boxed in *cyan*, the intron in *blue line* and the UTR regions in *purple boxes*. The AS is enlarged below with the positions of PCR primers being indicated as *black arrows*, the nucleotide length composing the spliced products being numbered, and the alternative exons boxed in *green*. The *black* scale (*horizontal axis*) and numbers below indicated the genomic location. The sequence reads spanning the splice junctions are shown below the scale. The *red* and *blue lines* indicate the reads from V991b and V991w, respectively. For junction reads, the unmatched intronic region are shown in *thinner green line*; the fully aligned reads are shown below. In a few cases, the read layouts from both dataset are shown, with the results from the 1st dataset being boxed (**c**). A representative electrophoresis gel of the RT-PCR validation result corresponding to each pair of primers is shown. Two batches of total RNAs were used for RT-PCR validation; the loading order of V991b and V991w was different

In order to globally assess the intron splicing feature of *V. dahliae* genome, we used the TopHat algorithm to identify all splice junctions (SJs) generated by splicing of primary transcripts when the pathogen was grown to the late log phase in vitro. In the first dataset, TopHat mapping of the combined sequence reads from both *V. dahliae* strains detected 81.84% of the annotated exons and 9343 (50.71%) of the known intron-associated SJ. The detection power was increased to 90.44% of the exons and to 58.30% (10,738) of the known SJs in the second dataset. Although the SJ detection efficiency depends on the sequence depth, the 6-fold increase in the sequence depth but slight increase in the detection of known SJ indicated that the sequence depth has reached a good saturation in this study. Therefore, the inability of detecting over 40% known SJs indicates that a large population of introns may not be spliced under the vegetative growth condition, which predicts a large number of intron retention events.

Our preliminary results showed that current available softwares were not suitable for detecting the fungal alternative splicing events (Data not shown). We developed an algorithm iRAS (intron Rentention associated AS event) to identify intron retention alternative splicing events. The algorithm had been improved through iterate matching of the iRAS results and the layout of mapped cDNA reads on each gene (Fig. 2b, left), with the final parameters being stated in Methods. The iRAS counts on the presence of intron-exon border read and the mean base depth of the retained intron being at least 20% of the flanking exon. A total of 2015 and 3575 of IR events were detected from the first and second *V. dahliae* transcriptome datasets; 1558 of them were overlapped indicative of their reliability (Table 1, Additional files 3 and 4).

**Table 1:** Statistics of alternative splicing (AS) events and genes in *V. dahliae* transcriptomes

	AS type	V991w	V991b	All	Total	OL	Frequency	Genes	OL
AS events involving one alternative splice site									
	**A3SS**	**221/372**	**230/378**	**308/466**	**582**	**256**	**11.63%**	**515**	**243**
	A3SS&ES	3/5	2/9	3/5	12	3	0.14%	11	3
	**A5SS**	**150/221**	**139/232**	**211/294**	**379**	**163**	**7.40%**	**357**	**161**
	A5SS&ES	6/11	4/9	9/12	15	7	0.32%	13	7
	5pMXE	15/18	11/16	17/20	23	14	0.64%	23	14
	3pMXE	1/2	0/2	1/2	2	1	0.05%	2	1
	MXE	2/1	1/0	3/1	3	1	0.05%	3	1
	ES	9/12	5/13	10/15	18	9	0.42%	18	9
	**Cassette Exon**	**35/61**	**47/62**	**62/89**	**104**	**49**	**2.23%**	**98**	**50**
					1138	503	22.85%	1040	489
Intron retention									
	IntronR	1305/2560	1247/2568	1935/3236	4033	1558	70.79%	2955	1339
AS events involving a pair of novel splice sites									
	Cassette Intron	64/207	62/223	106/299	325	100	4.54%	318	100
	Intronic intron	32/73	39/73	58/108	138	40	1.82%	127	40
	Total	1843/3543	1787/3577	2723/4547	5634	2201	100.00%	4440	1968

The results of both datasets were shown in pair, in the 1st/2nd format. The number of the events or genes overlapped (OL) between the datasets is indicated

Three major types of non-IR as events were bolded

We validated over a dozen of intron retention events using RT-PCR analysis (Fig. 2b-e). These events represent four different classes of IR events. The first class includes those detected in both datasets, which are the 1558 overlapped IR events shown in Table 1 (Fig. 2b). The second represents those detected only in the 2nd dataset, but not the 1st, and the third represents those only in the 1st (Fig. 2c and d). The fourth class represents those identified by less stringent criteria in the previous version of iRAS, but not the final version presented here (Fig. 2e). We demonstrated that all these classes were positive for RT-PCR validation. These results suggest that intron retention could be much more prevalent than shown in Table 1. It is also noteworthy that some of these IR events differed in their intron inclusion frequency, which suggested AS would contributed to the different characterize of the two strains.

Intron retention could be resulted from polyadenylation of the primary transcripts without splicing of the existing intron(s), or specific retention of some intron(s) but not the other in a gene. Statistical analysis showed that for the genes containing two or more introns, most IR events were intron-specific (Table 2). Intron retention could alter the protein coding potential of a gene by breaking the coding sequence, and may also interfering the mRNA stability by introducing premature termination codons (PTCs). Statistical analysis shows that 474 of the non-last-intron IR events could result in PTCs (Table 2, Additional file 5); the point will be discussed below.

**Table 2:** Intron retention (IR) and premature termination codons (PTCs) in *V. dahliae* genome

Intron per gene	Intron-containing genes				PTCs
	All	Non-specific IR	Specific IR	No IR	
1	3228	732 (22.68%)		2496 (77.32%)	
2	2396	216 (9.02%)	665 (27.75%)	1515 (63.23%)	201
3+	2800	60 (2.14%)	1282 (45.79%)	1458 (52.07%)	273

### Hundreds of novel intron types involving a pair of new splice sites: cassette intron and intronic intron in the *V. dahliae* transcriptome

The long-exon feature of the current *V. dahliae* genome could be specific for *V. dahliae* or resulted from an insufficient annotation of introns. Searching for the novel introns residing in the annotated exons, over three hundreds of new spliced introns were identified from the two datasets, which did not appreciably alter the long-exon feature (Table 1, Additional file 6). The length distribution of these new introns were similar to the known (Fig. 3a, top), and many spliced completely (Fig. 3a, bottom). Meanwhile, nearly two thirds (179) of the exonic introns were also identified as IR events, demonstrating that splicing of these introns are alternative. When we set the reading frame of this exonic intron containing gene from the annotated start codon and through all upstream exons followed by the new intron, stop codons were only present in two of these introns, which thus excluded the possibility that these introns resulted from mis-annotation of the *V. dahliae* genes. Therefore, we conclude that these exonic introns are intrinsically part of the coding sequence, and could alternatively act as non-coding introns which we named as “Cassette Intron”, a counterpart of “Cassette Exon” standing for the intronic coding sequence. Apparently, splicing of cassette intron results in mRNA coding for a shorter protein than that of the unspliced. In addition, it is noteworthy that the nucleotide length of about 45% of these introns is not multiple of three, predicting that the downstream coding frame will be altered when the intron is spliced. Therefore, cassette intron represents a new type of alternative splicing event that profoundly alter the mRNA output from fungal genes.

**Fig. 3:**
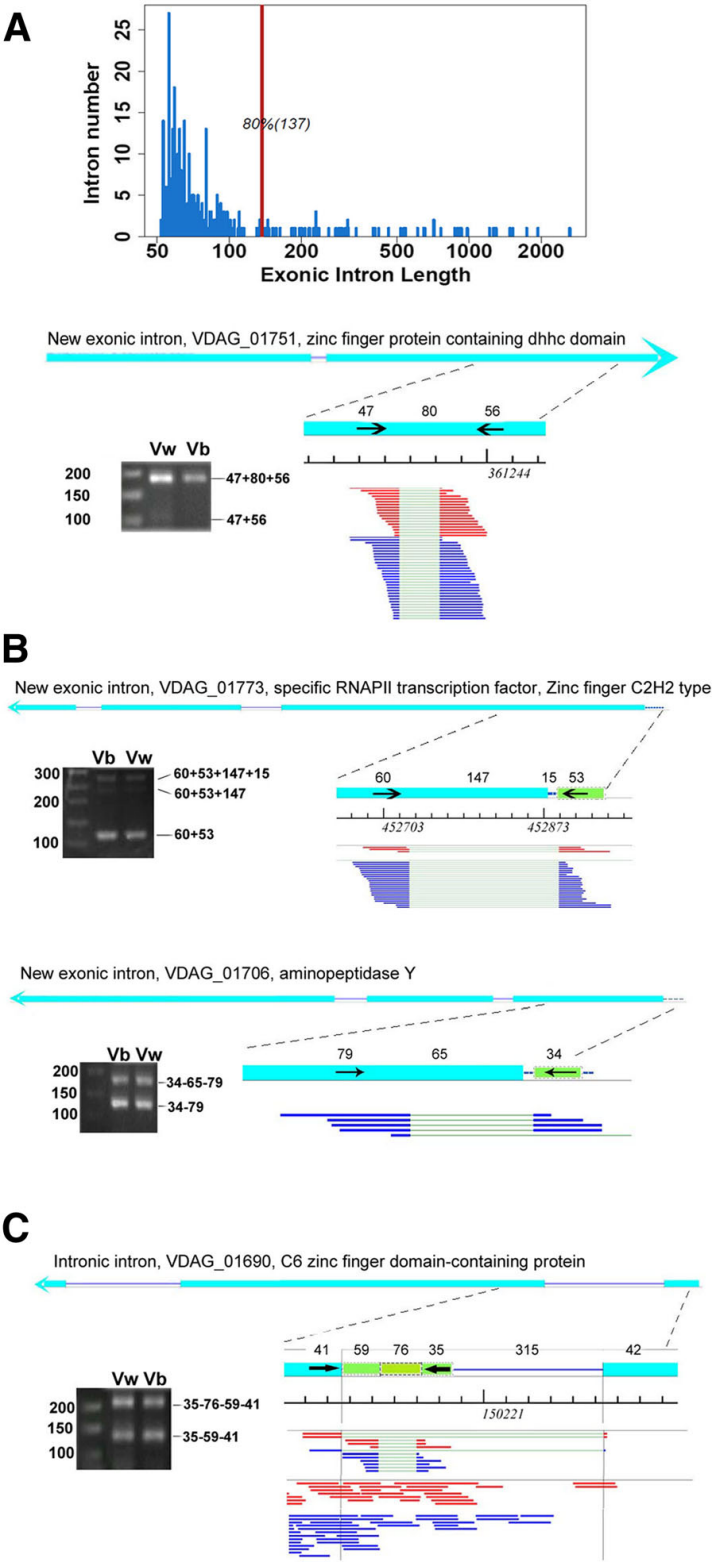
Cassette intron and intronic intron involving a pair of novel splice sites. **a** The newly identified exonic introns. The statistics of their length distribution (*left*); RT-PCR validation of one representative of these introns (*right*). **b** Exonic introns involving extended UTRs. **c** Intronic intron. Labels are similar to those in Fig. 2

When we investigated the cDNA reads layout on the genome, we found that there were also cases of exonic intron with most of the intron residing in the known exon, and a small fraction extending into the 5′ UTR region (Fig. 3b). This type of splicing resulted in 5′ UTR-containing mRNA isoforms having truncated 5′ coding sequences. We validated two of these special exonic intron in genes encoding zinc finger-type RNA polymerase II transcription factor and aminopeptidase Y, and found in both cases, alternative mRNA isoforms were generated, one containing the intron and one lacking (Fig. 3b). These results suggest that exonic intron may play an important role in regulating the 5′ coding sequences of fungal genes.

In addition, 141 intronic introns were detected from the transcriptome as well (Table 1 and Fig. 3c). From the structure view, the intronic introns are nested introns. From the view of splicing consequence, the coding potential of the new mRNA isoform resulted from the usage of intronic intron splice site is altered.

### Over one thousand of *V. dahliae* alternative splicing events involve in at least one known splice site and an alternative splice junction

We then analyzed the more common AS events involving alternative splice junction, using the annotated known splice junctions as the reference. TopHat novel SJs includes all potential SJs other than the annotated SJs, which could be produced from the alternative splicing of a pre-mRNA involving one or two novel splice sites, or splicing of the known splice sites in an alternative way. Our first and second datasets detected 5315 and 14,575 novel SJs, respectively. The confidence of these SJs was validated by plotting the number of reads supporting each of the identified SJs in the two *V. dahliae* strain. A large fraction of the novel SJs was supported by 2 or more reads (Additional file 1: Figure S3A and B).

#### Improved annotation of the 5′ and 3′ UTR of the V. dahliae genome

We noticed that many novel SJs were located in the intergenic regions (Additional file 1: Figure S3C). It could be possible that some intergenic SJs were derived from the unannoted UTR regions. We therefore re-annotated the UTR regions according to the expression information of the second transcriptome data containing RNA direction information. The new annotation resulted in 1591 and 2430 of new 5′ and 3′ UTRs, respectively; it also extended 146 and 78 of the existed 5′ UTRs and 3′ UTRs, respectively. This information was added to the previously published GFF (Generic Feature Format) file and created an improved GFF used for further study (Additional file 7). *V. dahliae* genes with UTR annotations were increased from 2422 to 5803. Interestingly, although the previously annotated 3′ UTRs are generally longer than 5′ UTRs, most expressed UTRs are within 100-nt, which is similar to the intron length (Fig. 4a).

**Fig. 4:**
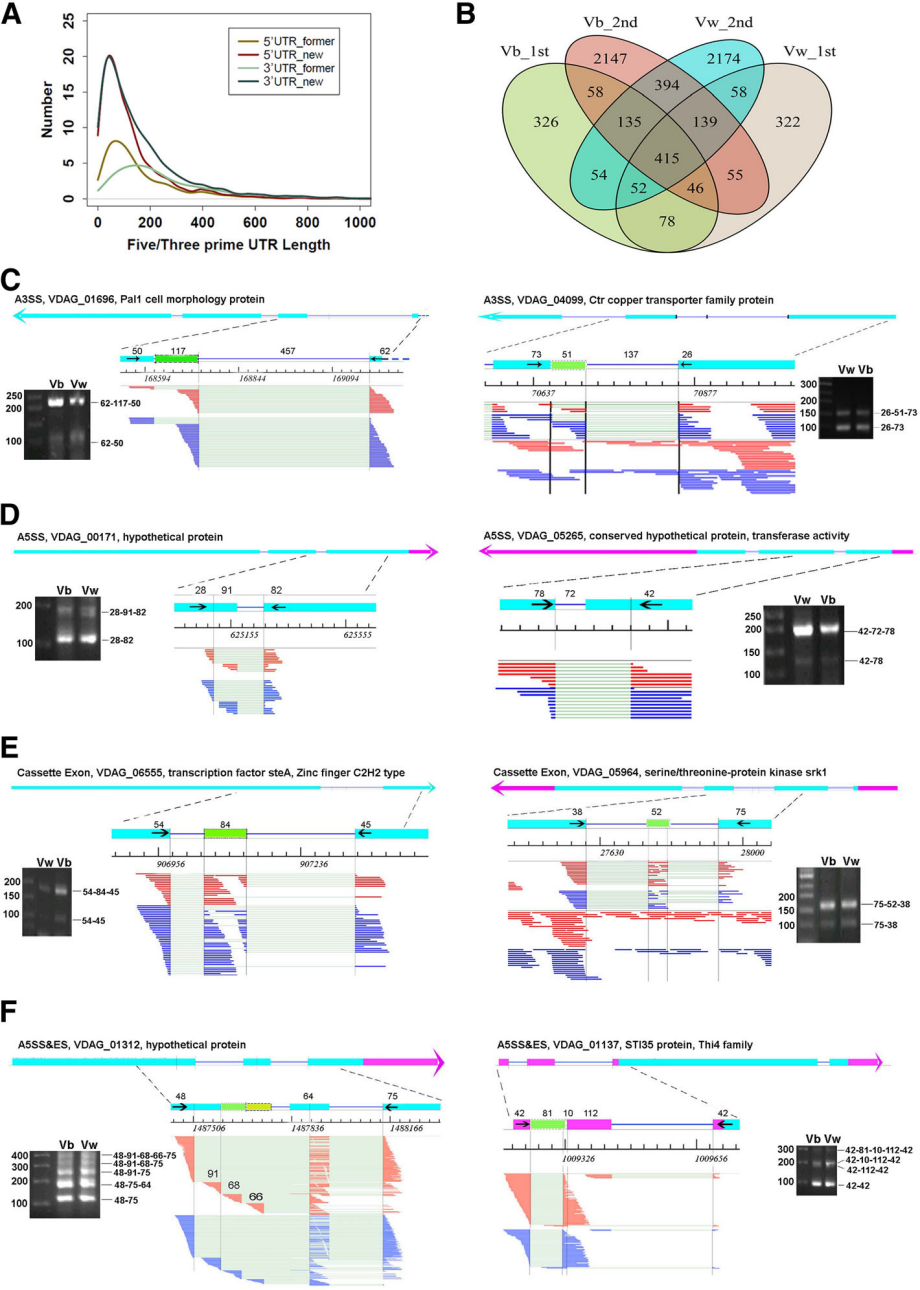
The complex alternative splicing patterns. **a** Re-annotation of the 5′ and 3′ UTRs of *V. dahliae*. **b** Overlap of the genic novel SJs among the transcriptomes of *V. dahliae* strains V991b and V991w of both datasets. **c-e** Results of RT-PCR validation of typical alternative splicing events involving one alternative splice sites: alternative 3′ splice sites (A3SS); alternative 5′ splice site (A5SS), and Cassette Exon. **f** The combinatory alternative splicing involving both A5SS and exon skipping. Labels are similar to those in Fig. 2

The new annotation information allowed us to obtain 591 and 1083 genic novel SJs shared by both *V. dahliae* strains from the 1st and 2nd transcriptome dataset, respectively. A total of 415 novel SJs were detected in all four *V. dahliae* transcriptomes (Fig. 4b). These results suggested that fungus cells may actively utilize alternative splicing events involving alternative splice sites to exert its genome regulation task.

#### aJAS algorithm identified over one thousand alternative splicing events

We developed an algorithms aJAS (alternative-splice-Junction associated AS events) (Additional file 1: Methods) to identify the qualified alternative splicing events from the genic TopHat novel SJs. The aJAS events were classed into seven canonical types including alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), cassette-exon (CE), exon skipping (ES), mutually exclusive exons (MXE), mutually exclusive 5′ UTRs (5pMXE) and mutually exclusive 3′ UTRs (3pMXE); and into two combinatory types including the combination of alternative 3′ splice site and exon skipping (A3SS&ES), and the combination of alternative 5′ splice site and exon skipping (A5SS&ES) (Table 1). A total of 657 and 984 of aJAS events were detected from the 1st and 2nd transcriptome datasets, respectively. Strikingly, 503 of them were identified from both datasets, supporting the confidence of aJAS events (Table 1, Additional files 8 and 9). The two largest types of aJAS events were alternative 3′ and 5′ splice site, representing ~50 and ~35% of the total aJAS events, respectively. About 10% of the aJAS are cassette exon, i.e. alternative exons residing in annotated introns. As detailed below, these aJAS events were highly validatable by RT-PCR.

It is noteworthy that 227 of the aJAS events were detected in all four transcriptome datasets (Additional file 1: Figure S4B). Compared to the total number of genic TopHat SJs, over a half of them were identified as true alternative splicing events, which indicate that TopHat novel SJs are reliable sources for identification of alternative splicing events in fungal transcriptome.

#### Most alternative spliced isoforms were validated by RT-PCR

We picked up 38 aJAS events for RT-PCR validation, 30 of them were validated by RT-PCR, which includes the most abundant A3SS, A5SS and Cassette Exon (Fig. 4c-e), as well as the less frequent 5pMXE, and 3pMXE, as well as exon skipping (ES) (Additional file 1: Figure S5). There were two major reasons for the failure of detecting the expected bands corresponding to aJAS events, as well as those to the iRAS events described above. First, the expression level of the related mRNA isoform was too low to be detected by RT-PCR analysis, as reflected by the low number of supporting cDNA reads. In addition, the potential sequence variation between the reference genome and the genome of the experimental strains at the primer regions might result in no PCR product.

Among the validated alternative splicing events, there were quite a number of them detected in the 2nd dataset but not the 1st due to the lower sequence depth. These included the two A5SS events shown in Fig. 4f, 3pMXE (VDAG_07278) and ES (VDAG_05517) (Additional file 1: Figure S5). Moreover, the 5pMXE (VDAG_01709) validated by RT-PCR was detected by a previous version of aJAS, but not by the current one (Additional file 1: Figure S5A). These results together demonstrate the reliability of aJAS alternative splicing events shown in this study and the large impact of aJAS events in regulating the mRNA output of the fungal pathogen.

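The numbers of reads in the 1st dataset were compared between genes by the paper's lists of aJAS events. The 341 genes with an aJAS event in the list of the 2nd dataset only had a median of 56 reads in the 1st dataset, both strains together, with quartiles of 18 and 134 reads. The 491 genes in both lists had a median of 205 reads in the 1st dataset, with quartiles of 92 and 417.5 reads. In the 2nd dataset, the medians were 506 and 1467 reads, respectively. The 84 genes in the list of the 1st dataset only had a median of 141 reads in the 1st dataset and 835 reads in the 2nd. Whether depth accounts for the differences between the lists was not tested, and no replicate check is possible for single libraries.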

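VDAG_07278 lies on supercontig 1.16 from 270577 to 271161, on the plus strand, with 465 exonic bases. It had 0 reads in V991w and 11 reads in V991b in the 1st dataset, and 47 and 32 reads in the 2nd. Its 3pMXE event, from 270953 to 271183, is in the list of the 2nd dataset and called in both strains, and it has no aJAS event in the list of the 1st. VDAG_05517 lies on supercontig 1.10 from 760549 to 763135, on the minus strand, with 2397 exonic bases. It had 49 reads in V991w and 61 reads in V991b in the 1st dataset, and 665 and 865 reads in the 2nd. Its ES event, from 762002 to 762838, is also in the list of the 2nd dataset only and called in both strains. The genes of Fig. 4f, VDAG_01312 and VDAG_01137, both lie on supercontig 1.2. VDAG_01137 had 2979 reads in V991w and 2784 in V991b in the 1st dataset and 3645 and 6951 in the 2nd, and its A5SS event from 1009332 to 1009697 is in the lists of both datasets and called in both strains. The A5SS&ES event of VDAG_01312, from 1487508 to 1488142, is likewise in both lists. Over the 4 libraries, the log2 fold change of V991b to V991w was 0.43 for VDAG_07278 (standard error 1.04, adjusted p = 0.896) and 0.20 for VDAG_05517 (standard error 0.33, adjusted p = 0.844) in edgeR's quasi-likelihood test with the dataset as a block and Benjamini-Hochberg adjustment. For VDAG_07278 the direction differed between the datasets, with 6.50 in the 1st, where V991w had 0 reads, and -0.88 in the 2nd.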

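VDAG_01709 lies on supercontig 1.3 from 212912 to 215516, on the minus strand, with 2472 exonic bases. It had 54 reads in V991w and 53 reads in V991b in the 1st dataset, and 263 and 248 reads in the 2nd. The deposited coverage of the gene was 76 and 62% in the 1st dataset and 97 and 95% in the 2nd, in V991w and V991b. No aJAS event of this gene is in the list of either dataset. The list of IR events of the 1st dataset holds 1 event for it, from 215376 to 215510, called in V991b as the columns are headed. The part of the IR list of the 2nd dataset used here covers 19 supercontigs and holds no event of this gene. That part cannot show whether the gene has an IR event in the 2nd dataset. The log2 fold change of V991b to V991w over the 4 libraries was -0.21 (standard error 0.34, adjusted p = 0.834, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.024 in the 1st dataset and -0.41 in the 2nd.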

#### The combinatory alternative splicing contributes to the mRNA complexity in V. dahliae

Interestingly, during the course of developing the aJAS algorithm, we found the presence of more complex alternative splicing events involving the combination of ES with A5SS (Fig. 4f), or with A3SS (Additional file 1: Figure S6A). We therefore included the AS patterns in the current aJAS algorithm, and identified a total of 27 of these AS events. These combinatory events were highly validatable. It is surprising to find that one *Verticillium* gene (VDAG_01312) applied four different 5′ splice sites and two different 3′ donor sites to produce up to five mature mRNAs (Fig. 4f), which probably represent one of the most efficient alternative splicing case reported so far. This gene encodes a hypothetical protein, and such a splicing pattern is conserved in both *V. dahliae* strain, indicating a house keeping function of this splicing pattern.

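VDAG_01312 lies on supercontig 1.2 from 1486716 to 1488767, on the plus strand, with 1641 exonic bases and 411 intronic bases. It had 1506 reads in V991w and 1250 reads in V991b in the 1st dataset, and 27268 and 35191 reads in the 2nd, and the deposited coverage was 100% in all 4 libraries. The deposited RPKM was 95.1 in V991w and 75.5 in V991b in the 1st dataset, and 1628 and 1743 in the 2nd. The log2 fold change of V991b to V991w was -0.088 (standard error 0.40, adjusted p = 0.947, edgeR's quasi-likelihood test with the dataset as a block and Benjamini-Hochberg adjustment). It was -0.22 in the 1st dataset and 0.041 in the 2nd, so no difference between the strains was detectable. The A3SS event from 1487598 to 1487896, the ES event from 1487598 to 1488142 and the A5SS&ES event from 1487508 to 1488142 are in the lists of both datasets and are called in both strains in each.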

During the validation process, we also found some other combinatory alternative splicing events, including the combination of Cassette Exon with A5SS and with IR (Additional file 1: Figure S6B and C).

### Alternative splicing does not appreciably contribute to the fungal mRNA levels

The alternative spliced mRNAs containing premature termination codons (PTC) within an appropriate distance to the last exon-exon junction tend to be linked to the nonsense mediated decay (NMD) machinery in mammals [32]. It has been estimated that one third of the naturally occurring, alternatively spliced mRNAs are targets of NMD [33, 34]. The link between alternative splicing and NMD is emerging recently in plants [35]. Most of the AS genes harbor only one alternative splicing event in *V. dahliae*, generating a simple mRNA isoform profile. Among 2955 genes containing intron-retention AS events, we found 474 containing PTCs that are potential targets of NMD (Table 2). A total of 146 of these genes were among the 2789 differentially expressed genes (DEG) in the 1st and/or the 2nd datasets, which shows no statistical significance over the non-PTC containing genes (data not shown).

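Differences between the strains were measured in the deposited values. Within a dataset, 1 library of V991b was compared with 1 library of V991w, without a replicate check. On the log2(RPKM + 1) scale, which understates the change of low genes, 818 genes differed at least 2-fold in the 1st dataset, 403 of them higher in V991b and 415 higher in V991w. In the 2nd dataset 1886 genes did so, 1191 higher in V991b and 695 higher in V991w, and 2268 genes did so in either dataset. With a pseudocount of 0.1 in place of 1, the number in either dataset was 4027. With RPKM rescaled by TMM factors, 2042 genes differed in the 1st dataset and 1939 in the 2nd, so the order of the datasets depended on the scaling. The difference was at least 2-fold in both datasets and in the same direction for 395 genes, and in opposite directions for 41. Across the 9578 genes detected in both datasets, the strain differences were correlated with a Pearson's r of 0.459, and 60.9% of the 9479 genes with a difference in each dataset had the same direction (95% Wilson interval 59.9 to 61.8%).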

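Over all 4 libraries, edgeR's quasi-likelihood test with the dataset as a block gave a Benjamini-Hochberg adjusted p-value under 0.05 for 357 of 8395 tested genes, 245 higher in V991b and 112 higher in V991w, and 1375 genes had an unadjusted p-value under 0.05. The pairing of the libraries by dataset is taken from the paper. The deviations of the libraries from their strain's mean were correlated across genes with an r of 0.636 for libraries of the same dataset and -0.636 for libraries of different datasets, values that mirror each other with 2 libraries per strain. Without the replicate block, the biological coefficient of variation rose from 29.5 to 54.4%, 0 genes had an adjusted p-value under 0.05 and 471 had an unadjusted p-value under 0.05. The block therefore decided whether genes were called. The filter on low counts did so too, since with at least 10 reads required in every library, 0 of 6410 genes had an adjusted p-value under 0.05 and 848 an unadjusted one. Of the 357 genes, 158 had at least 10 reads in every library, so these stayed in the test and were no longer called. The files do not pair these gene identifiers with names. Among genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and at least a 2-fold difference in the same direction in both datasets, the log2 fold change was largest for VDAG_05715 (supercontig 1.11, 254571 to 255275, minus strand), at 11.21 with a standard error of 0.79 and an adjusted p of 0.000474. It had 0 reads in V991w in either dataset and 151 and 474 reads in V991b. With 0 reads in both V991w libraries, the counts set no upper limit to this fold change. Its size and standard error therefore depend on the fit. The log2 fold change of VDAG_09532 (supercontig 1.26, 375711 to 376753, plus strand) was 10.32, with a standard error of 0.62 and an edgeR adjusted p of 0.000303, from 0 and 1 reads in V991w and 408 and 1397 in V991b. The order of these genes depended on the fit. VDAG_05715 was also above VDAG_09532 without the block (11.778 against 10.848). In DESeq2 it was below, with 10.377, a standard error of 4.21 and an adjusted p of 0.184, against 10.495 and a standard error of 1.36 for VDAG_09532. In the other direction the log2 fold change in edgeR was -5.66 for VDAG_07741 (supercontig 1.17, 800777 to 802755, minus strand), with a standard error of 0.71 and an edgeR adjusted p of 0.00328, from 29 and 175 reads in V991w and 0 and 5 in V991b. It was -4.87 for VDAG_03758 (supercontig 1.6, 639808 to 641856, plus strand), with a standard error of 0.52 and an edgeR adjusted p of 0.00142, from 1069 and 5032 reads in V991w and 17 and 377 in V991b. Each of these 4 genes had the same direction in each dataset alone, which the choice of the genes required, and an edgeR adjusted p-value above 0.05 without the block. Whether the authors' counting divided reads between paralogs was not analysed here.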

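Additional file 5 lists 474 IR events with PTCs in 468 different genes, and all 468 are in the deposited files. A difference of at least 2-fold between the strains in the 1st and/or 2nd dataset was found for 114 of them, or 24.4% (95% Wilson interval 20.7 to 28.4%), against 22.0% of the 9775 other detected genes. Among 10000 random lists of the same size drawn from those other genes and matched on mean expression in 20 bins, this share stood at percentile 52.1, and the central 95% of the lists ranged from 20.5 to 28.0%. With genes called over the 4 libraries by edgeR in place of the 2-fold difference, 18 of 446 PTC-containing genes (4.04%) and 4.26% of 7949 other tested genes differed, at percentile 36.7. With a pseudocount of 0.1, 155 PTC-containing genes (33.1%, 95% Wilson interval 29.0 to 37.5%) and 39.6% of the other genes differed, so the order of the shares turned round, at percentile 20.9. Since genes are not replicates, these percentiles describe the 4 libraries.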

To address the question, we asked the association of AS event detection in the differentially expressed genes between the two *V. dahliae* strains. As clearly demonstrated in Fig. 5, when an AS event was overlapped with DEG, they were predominately detected in the *V. dahliae* strain showing higher expression level of the gene, indicating that the association is strongly depended on the transcription discrepancy. 

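The strain in which an event was called was taken from the paper's lists of IR and aJAS events, with the strain columns as headed, and the direction of expression from the deposited RPKM of the same dataset. Genes with events in 1 strain only and with at least a 2-fold difference were counted. For aJAS events, the gene was higher in the strain with the event in 31 of 33 genes (93.9%, 95% Wilson interval 80.4 to 98.3%) in the 1st dataset and in 79 of 90 genes (87.8%, 79.4 to 93.0%) in the 2nd. For IR events of the 2nd dataset, the gene was higher in the strain with the event in 132 of 161 genes (82.0%, 75.3 to 87.2%). The list used here for these IR events is only a part of the paper's list, with 1999 events on 19 supercontigs. The values for IR events of the 2nd dataset describe that part only. For IR events of the 1st dataset, the gene was higher in the strain with the event in 9 of 95 genes (9.47%, 5.06 to 17.0%), the opposite direction. Exchanging the strain columns of that list, a setting chosen after the values were seen, turns this share into its complement, 90.5%. Over all genes with an event in 1 strain only, whatever the size of the difference, the shares were 30.6% for IR and 67.2% for aJAS events in the 1st dataset and 68.4 and 70.3% in the 2nd. With the fold change taken from the other dataset and at least a 2-fold difference there, the shares were 33.3% of 132 genes for IR and 70.6% of 51 genes for aJAS events in the 1st dataset, and 66.7% of 48 and 77.8% of 36 genes in the 2nd. The median log2 fold change of V991b to V991w in the 2nd dataset was 0.51 at the 274 genes with IR events in V991b only and -0.23 at the 284 genes with IR events in V991w only, above all and below all of 10000 random lists matched on mean expression, respectively (percentiles 100 and 0). The 869 genes with IR events in both strains in the 2nd dataset were also at percentile 0, with a median of -0.053. The 485 genes with aJAS events in both strains there were at percentile 0.64, with a median of -0.036. In the 2nd dataset, a low percentile was therefore not specific to events in V991w only. In the 1st dataset, genes with aJAS events in V991w only were at percentile 0 and those with events in both strains at 36.7. For IR events of the 1st dataset, these percentiles were 100 and 96.2. Each dataset has 1 library per strain, so these are descriptions of single libraries. By the paper's criteria an event needs reads to be called. Except where it was taken from the other dataset, the fold change came from the same libraries as the calls. The strain with more reads of a gene was therefore favoured in advance. Matching on mean expression does not remove this, so these shares and percentiles cannot separate detection from an effect of AS. From Fig. 5, the paper reasons that AS events overlapping with DEG lie mostly in the strain with the higher expression, so that the association depends on the difference in transcription, and it concludes that the steady-state mRNA level mainly reflects transcriptional regulation.

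**Figure D2:**
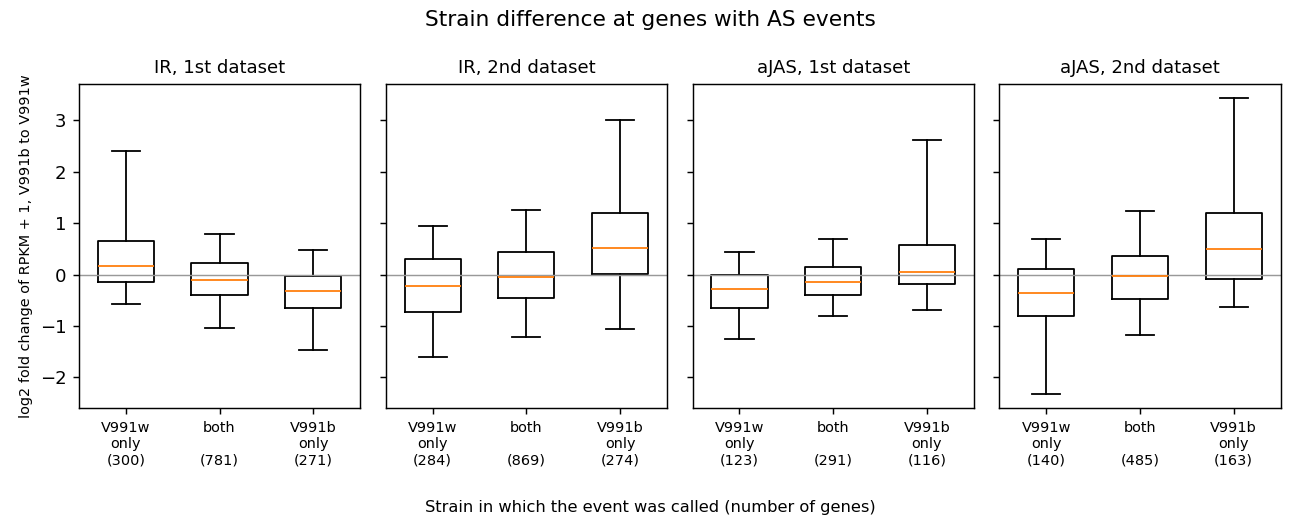
Log2 fold change of RPKM + 1 of V991b to V991w (vertical axis) at genes with IR or aJAS events called in V991w only, in both strains or in V991b only (horizontal axis, number of genes in parentheses), in each dataset. Boxes span the quartiles with the median as a line, and whiskers reach the 5th and 95th percentiles of genes. Events in V991b only lie at medians of 0.51, 0.043 and 0.49 for IR in the 2nd dataset and aJAS in the 1st and 2nd, and at -0.31 for IR in the 1st dataset with the strain columns as headed.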

The AS genes showing the reverse expression pattern indicated PTC-associated genes were not significantly influenced by NMD pathway. Overall, we concluded that the steady-state level of polyadenylated mRNA in fungal pathogen dominantly reflects the transcriptional regulation, while AS regulation could exert its function primarily by regulating the mRNA and protein isoforms.

**Fig. 5:**
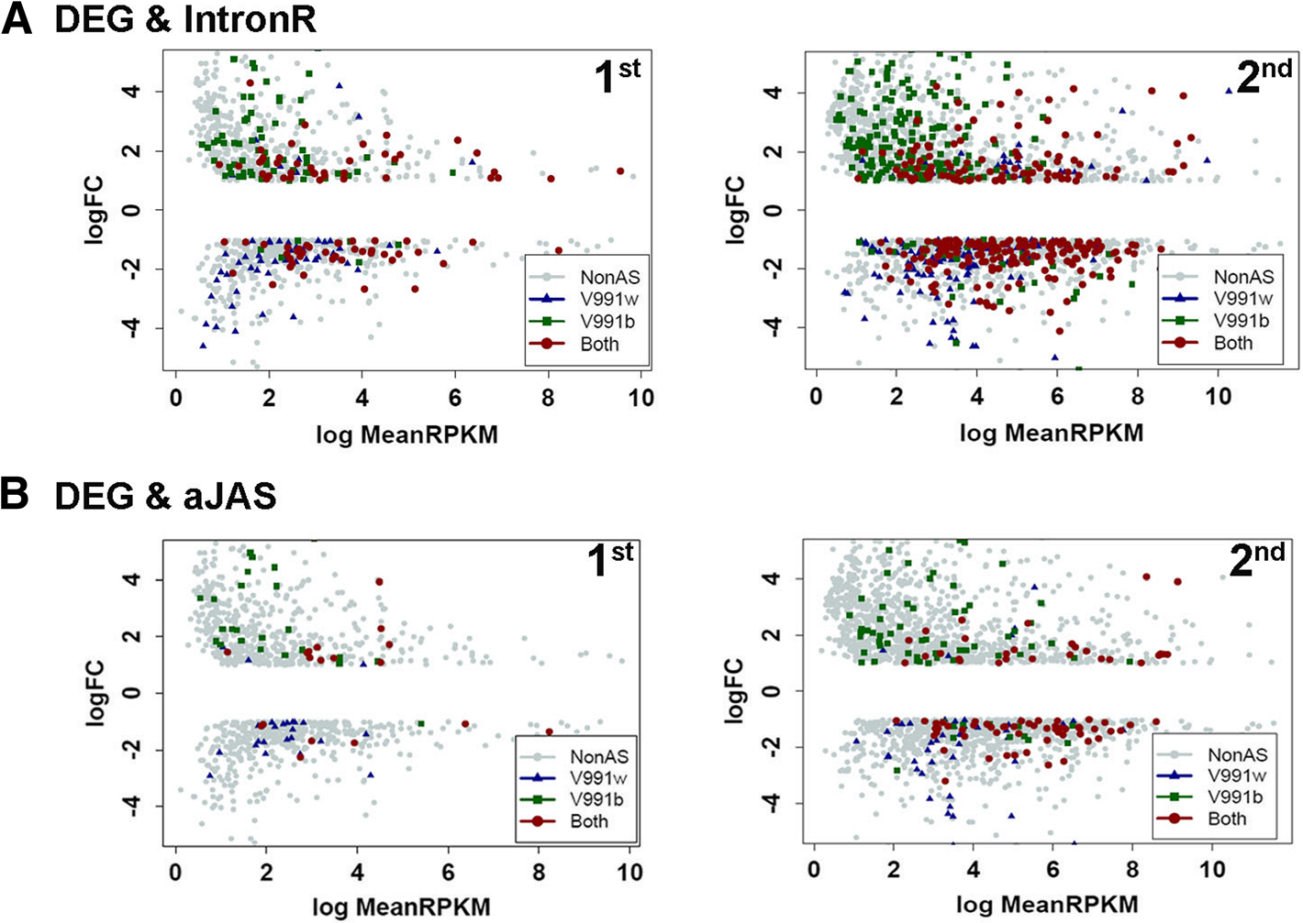
The correlation between alternative splicing and differential gene expression. The correlation between differentially expressed genes and intron retention events (**a**); and alternative splicing involving one alternative splice site (**b**). Among the differentially expressed genes between V991b and V991w identified in each of the two datasets, those containing at least one of the indicated alternative splicing events are indicated. Left-1st dataset, Right-2nd dataset. The AS events detected in one strain but not the other, or in both strains are indicated by different symbols. *Horizontal axis* (logMeanRPKM) indicates the express level of each gene; *Vertical axis* (logFC) indicates the fold change of a gene expression level between V991b and V991w. *Each dot* represents one differentially expressed gene

### Alternative splicing is predicted to extensively regulate fungal functions

As shown above, a total of 5634 AS events were detected from the first and second transcriptome datasets of the two *V. dahliae* strains. These events were well overlapped (Additional file 1: Figure S4A) and quite reliable. They were located in over four thousand genes. The majority of these genes contain one detected AS event. The genes from the 1st dataset were mapped to 2467 biological function terms of GO, including 877 of biological process terms, 1132 of molecular function terms and 457 of cellular components. The high node scores of AS genes included many terms of biological processes, cellular components and molecular function, suggesting the AS mechanism regulates molecular activities and biological functions in fungi.

Comparison of AS gene terms with high node scores with their counterpart DEG gene terms revealed a substantial difference (Fig. 6a, Additional file 1: Figure S7 and S8). Genes under alternative splicing regulation are enriched in mycelium development, multicellular organism development and anatomical structure development. Meanwhile, AS genes are more enriched in gene expression, protein and RNA metabolic processes than DEG genes.

**Fig. 6:**
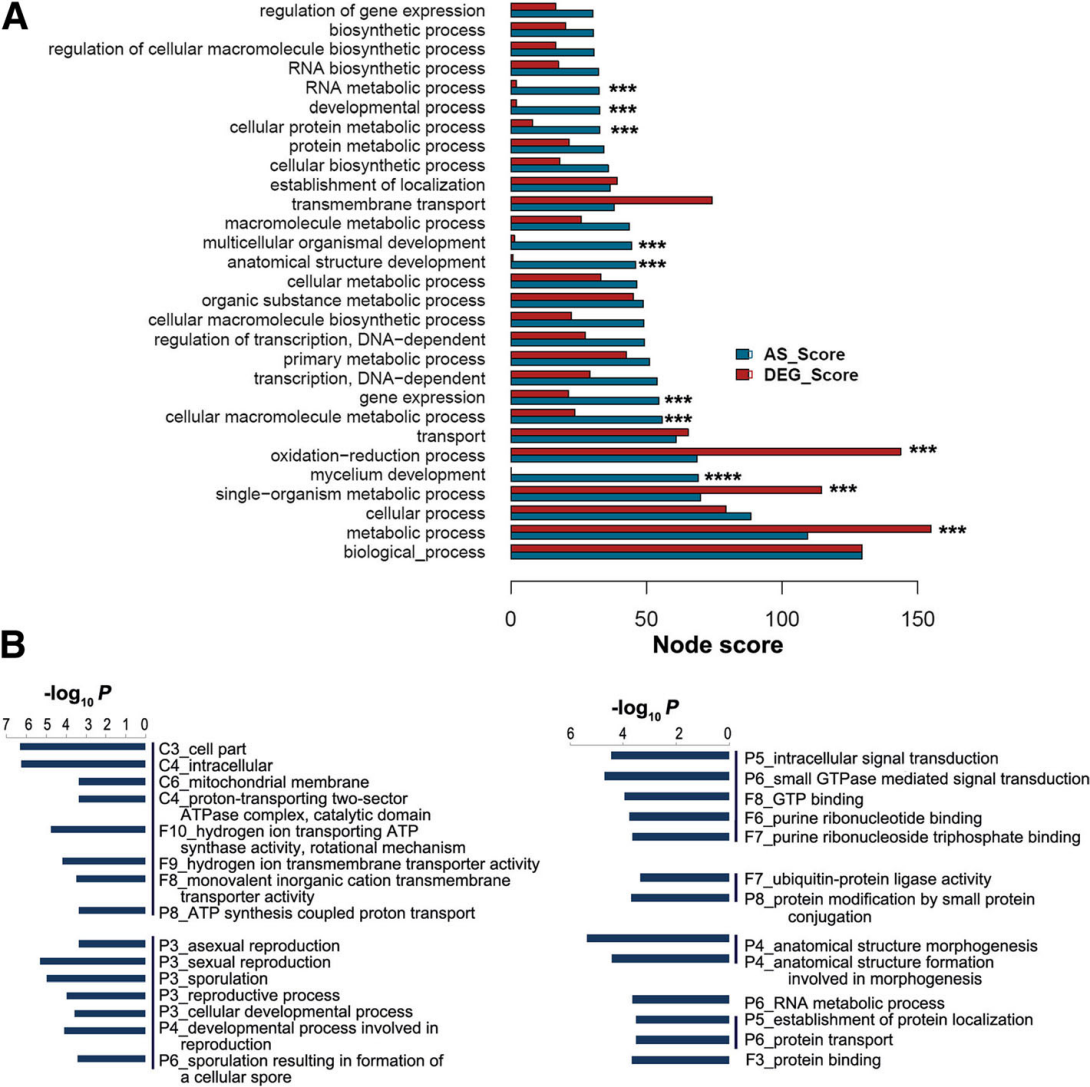
Alternative splicing regulation of the biological processes of *V. dahliae*. **a** Representative of biological functions controlled by alternative splicing in the plant pathogen. All the biological process terms with a node score larger than 30 were selected for presentation, and the node scores of corresponding terms were also plotted. Asterisks indicate the terms preferentially controlled either by transcriptional regulation or alternative splicing. **b** GO analysis of the alternative splicing genes by using the whole genome as a background. To fit the size, the plot was split into two parts (*left* and *right*)

When the GO terms of the whole genome were used as a background, AS genes were readily clustered into several distinct biological pathways (Fig. 6b). These include the mitochondrial membrane-proton transport-ATP synthesis pathway, anatomical structure morphogenesis, sexual reproduction-sporulation-development pathway, small GTPase mediated signal transduction pathway, protein transport-localization pathway and RNA metabolic pathway. These data collectively support a concept that alternative splicing regulation is wired into the fungal genome expression and regulation network and potentially controls most biological activity, process and function of *V. dahliae*, with a strong preference to control the regulatory biological functions highly related to the life cycle of the pathogen after it infects the plant host.

## Discussion

Alternative splicing is a key mechanism for protein diversity from a given gene and for proteome complexity of a given genome under a specific condition. Analysis of the 23,000 full transcripts of the human pathogen *C. neoformans* resulted in the identification of 277 alternatively spliced genes (4.2% of the transcriptome) [17], whereas the similar approach has resulted in the discovery of about one or two hundreds of alternative splicing events in the plant pathogens *U. maydis* and *Magnaporthe grisea* [16, 36]. Deep sequencing of the transcriptome of the plant pathogens *Aspergillus oryzae* and *Fusarium graminearum* revealed over a thousand and two hundreds of such events, respectively [14, 18]. These two deep sequencing studies both showed that about 90% of the alternative splicing events are resulted from intron retention; the later study validated several AS events, including three cases of intron retention and one case of alternative 3′ splice site choice (A3SS) and a couple of them under the developmental regulation.

The transcriptome profile of *V. dahliae* in different growth conditions were investigated previously, and the alternative splicing was studied by using SplicingViewer [37]. The study showed that over 95% of AS events were intron retention, only ~1% of AS events were exon skipping, A3SS or A5SS events in *V. dahliae*, respectively. Though three IR events were supported by RT-PCR, other forms of AS events were not validated. Herein, our study developed specific algorithms to accurately reveal the alternative splicing events in the fungal pathogen *V. dahliae*. Four different transcriptome data were generated by deep sequencing, being used to better annotate the 5′ and 3′ UTRs of the protein coding genes and for identification of the previously unannotated introns in all genic regions. Alternative splicing by intron retention and those associated with novel/alternative splice junctions has been separately classified. And the accuracy of the characterized alternative splicing events was manually checked by comparing to the cDNA read layout figures generated for each gene; the results were used to revise and improve the algorithms. The high efficiency of RT-PCR validation of the AS events further confirmed the accuracy of the algorithms.

This study has shown that about 50% of the multi-exonic genes of *V. dahliae* genes are under alternative splicing regulation, including 4033 intron retention, 582 alternative 3′ SS, 379 alternative 5′ SS, and 104 cassette exon and tens of other complex alternative splicing events. Though IR is still the major AS events in *V. dahliae*, the ratio of other types of AS events reaches up to ~30%, which emphasized a more comprehensive and diversified mechanism of AS regulation involved in transcriptome diversity. Moreover, over three hundreds of exonic introns have been identified, which were classified as an important new type of alternative splicing. For the first time, we reported the presence of combinatory alternative splicing patterns in *V. dahliae*, further underling the phylogenetic importance of fungus in developing alternative splicing mechanism.

## Conclusion

The study has shown the prevalent roles of alternative splicing in shaping the transcriptome and proteome complexity of the lower eukaryotes. Taken together the identification of dozens of complicate alternative splicing patterns involving the combination of two different alternative splicing events in *V. dahliae*, we conclude that the wilt pathogen *V. dahliae* has an important phylogenetic role during the development of alternative splicing mechanism. Consistently, the AS frequency and distribution of different AS patterns in *V. dahliae* transcriptome is strikingly similar to that of *Arabidopsis* and rice detected by comprehensive EST analysis or transcriptome sequencing, with the preferred patterns in order of IR, A3SS (acceptor), A5SS (donor) and cassette exon/exon skipping [9, 38]. Functional clustering of the genes under alternative splicing regulation showed that this layer of genome regulation play critical roles in fungal development and reproduction, signal transduction, mitochondrial functions and many other biological functions including both the transcriptional and post-transcriptional processes.

## Methods

### *V. dahliae* strains

The V991w and V991b strains were kindly provided by Prof. Xianlong Zhan (Huangzhong Agricultural University, China), both were isolated from the cotton field [39].

### cDNA preparation for high-throughput Illumina sequencing

The total RNA from the late-log phase culture of each strain was extracted using RNAisoTM Plus (TaKaRa) and then treated with RNase-free DNase I (TaKaRa) for 45 min according to the manufacturer’s protocols. Two batches of fungal cultures were prepared for total RNA preparations. The cDNA libraries for the first batch of fungal cultures were prepared from polyadenylated mRNA/ncRNA isolated using oligo-dT beads (NEB) and fragmented by RNase III (NEB). PCR amplification was used to enrich the adapter-attached cDNA library using primers complementary to the ends of the adapters for single-end sequencing (Illumina). The library products were sequenced at 80-nt length using the Illumina Genome Analyzer IIx. For the dataset generated by RNase III fragmentation of mRNA, only the raw reads with their resulted clean reads mapped onto the gene regions of *V. dahliae* genome were analyzed in this study and deposited. The cDNA libraries for the second batch of fungal cultures were prepared from polyadenylated mRNA/ncRNA isolated using oligo-dT beads (Invitrogen) and ion fragmented at 95 °C followed by end repair and 5′ adaptor ligation. Then the reverse transcription was performed with RT primer harboring 3′ adaptor sequence and randomized hexamer. The cDNA libraries were sequence the same as the first.

### Reads mapping and primary analysis

The *V. dahliae* genome sequence and gene annotation were downloaded from Broad Institute (http://www.broadinstitute.org/). Sequence reads passed quality filter (the reads containing less than 2 Ns) and removed adapter sequence from ends were aligned to the genome using TopHat tool allowing the maximum of two mismatches [40]. The reads mapped onto the annotated gene regions were subjected to the statistical analysis. The expression level for each gene was normalized by the number of reads per kilo base per million mapped reads (RPKM).

### Alternative splicing events in *Verticillium* transcriptome

In this study, the known/model splice junctions (SJs) was defined by joining splice sites at the exon-intron boundaries of all annotated introns in the recently published genome [28], generating a total of 19,150 such model/known SJs. All other SJs involving only one or none of the known splice site were considered as novel junction. SJs in the transcriptome of *V. dahliae* supported by cDNA reads were identified using TopHat tool [40]. Junction reads were required to have at least 8-nt mapped on each of the adjacent exons. The junctions located inside of the coordinates of annotated genes were regarded as genic SJs. All the genic SJs were classified into one of the nine types of AS events. Seven of canonical AS events were skipped exons (ES), cassette exon (CE), alternative 5′-splice sites (A5SS), alternative 3′-splice sites (A3SS), mutually exclusive exons (MXE), alternative first exons (AFE or 5′ MXE) and alternative last exons (ALE or 3′ MXE), according to the models described previously [6]. Algorithm aJAS is based on a given gene model and calculates sequence reads supporting each distinct composite SJs associated with a specific novel SJ. The novel SJs containing at least two support reads were selected for analysis. To be a qualified candidate aJAS event, the ratio of reads supporting the novel/alternative SJs to the total was at least 15%.

Retained intron or intron retention (RI or IR) is caused by reduced usage of the candidate splice sites, which cannot be predicted effectively by considering splice junctions. This class of alternative splicing event was identified according to the border reads spanning exon-intron junction and the mean of local reads depth. Four criteria have to be met to be considered as a RI event. (1) The mean base depth in the candidate intron is at least 20% of the flanking exon; (2) The sum of the intronic depth is greater than 100; (3) border reads at either the 5′ or 3′ splice site of the candidate must be present; (4) no other type of AS event could be identified.

### Functional enrichment analysis

Gene ontology classification database with Blast2go package was used to perform the functional cluster of the differentially expressed or spliced genes. The method perform Fisher exact test with robust false discovery rate (FDR) correction to obtain an adjusted *P*-value between certain tested gene groups and the whole annotation [41].

### Validation of AS events

RT-PCR (Real-time Polymerase Chain Reaction) was used to validate the alternative splicing events. Total RNA was prepared from the first batch of *V. dahliae* cultures, which represented a preparation different from that for transcriptome sequencing. Primers used in this study were listed in the Additional file 2: Table S1.

### Data access

Illumina short read sequences (80 nt for the 1st and 73 nt for the 2nd datasets) generated in this study have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) GEO under the accession number GSE45936.

## Additional files

Additional file 1: Figure S1. Expression profile of the annotated protein-coding genes in the *V. dahliae* genome revealed by the 1st dataset. **Figure S2.** The *V. dahliae* non-coding regions could be enriched in secondary structures. **Figure S3.** Statistics of the TopHat junction reads. **Figure S4.** Overlap of the all AS genes. **Figure S5.** Mutually exclusive exons. **Figure S6.** Combinatory alternative splicing patterns for *V. dahliae* pre-mRNA alternative splicing. **Figure S7.** Representative of biological functions controlled by alternative splicing in the plant pathogen. **Figure S8.** Representative of biological functions controlled by alternative splicing in the plant pathogen.
Additional file 2: Table S1. The genic distribution of two sets of transcriptome sequencing reads from the two *V. dahliae* strains. **Table S2.** Statistics of the expressed exons, introns and splice junctions (SJ) in the vegetative grown V. dahliae (1st dataset). **Table S3.** PCR Primers used in this study.
Additional file 3: Table S4. IntronR-1st dataset.
Additional file 4: Table S5. IntronR-2nd dataset.
Additional file 5: Table S6. Potential IR-induced PTCs for non-sense mediated decay.
Additional file 6: Table S7. Exonic Intron-1st & 2nd datasets.
Additional file 7: GFF annotation. *V. dahliae* genome annotation_additional UTRs and Exonic intron_for AS analysis.
Additional file 8: Table S8. aJAS & Intronic intron-1st dataset.
Additional file 9: Table S9. aJAS & Intronic intron-2nd dataset.

## Abbreviations

3pMXE: Mutually exclusive 3′ UTRs
5pMXE: Mutually exclusive 5′ UTRs
A3SS: Alternative 3′ splice site
A3SS&ES: Alternative 3′ splice site and exon skipping
A5SS: Alternative 5′ splice site
A5SS&ES: Alternative 5′ splice site and exon skipping
aJAS: Alternative splice Junction associated AS events
AS: Alternative splicing
CE: Cassette exon
DEGs: Differentially expressed genes
ES: Exon skipping
FDR: False discovery rate
iRAS: Intron Rentention associated AS event
MXE: mutually exclusive exons
RPKM: Reads per kilo base per million mapped reads
RT-PCR: Real-time Polymerase Chain Reaction
SJs: Splice junctions
*V. dahlia*: *Verticillium dahliae*

## References

[1] Kahvejian A, Quackenbush J, Thompson JF (2008). What would you do if you could sequence everything?. Nat Biotechnol.

[2] Voineagu I, Wang X, Johnston P, Lowe JK, Tian Y, Horvath S, Mill J, Cantor RM, Blencowe BJ, Geschwind DH (2011). Transcriptomic analysis of autistic brain reveals convergent molecular pathology. Nature.

[3] Xue Y, Zhou Y, Wu T, Zhu T, Ji X, Kwon YS, Zhang C, Yeo G, Black DL, Sun H (2009). Genome-wide analysis of PTB-RNA interactions reveals a strategy used by the general splicing repressor to modulate exon inclusion or skipping. Mol Cell.

[4] Xiao R, Tang P, Yang B, Huang J, Zhou Y, Shao C, Li H, Sun H, Zhang Y, Fu XD (2012). Nuclear matrix factor hnRNP U/SAF-A exerts a global control of alternative splicing by regulating U2 snRNP maturation. Mol Cell.

[5] Xue Y, Ouyang K, Huang J, Zhou Y, Ouyang H, Li H, Wang G, Wu Q, Wei C, Bi Y (2013). Direct conversion of fibroblasts to neurons by reprogramming PTB-regulated microRNA circuits. Cell.

[6] Wang ET, Sandberg R, Luo S, Khrebtukova I, Zhang L, Mayr C, Kingsmore SF, Schroth GP, Burge CB (2008). Alternative isoform regulation in human tissue transcriptomes. Nature.

[7] Filichkin SA, Priest HD, Givan SA, Shen R, Bryant DW, Fox SE, Wong WK, Mockler TC (2010). Genome-wide mapping of alternative splicing in *Arabidopsis thaliana*. Genome Res.

[8] Zhang G, Guo G, Hu X, Zhang Y, Li Q, Li R, Zhuang R, Lu Z, He Z, Fang X (2010). Deep RNA sequencing at single base-pair resolution reveals high complexity of the rice transcriptome. Genome Res.

[9] Marquez Y, Brown JW, Simpson C, Barta A, Kalyna M (2012). Transcriptome survey reveals increased complexity of the alternative splicing landscape in *Arabidopsis*. Genome Res.

[10] Li Q, Xiao G, Zhu YX (2014). Single-nucleotide resolution mapping of the *Gossypium raimondii* transcriptome reveals a new mechanism for alternative splicing of introns. Mol Plant.

[11] Shen Y, Zhou Z, Wang Z, Li W, Fang C, Wu M, Ma Y, Liu T, Kong LA, Peng DL (2014). Global dissection of alternative splicing in paleopolyploid soybean. Plant Cell.

[12] Thatcher SR, Zhou W, Leonard A, Wang BB, Beatty M, Zastrow-Hayes G, Zhao X, Baumgarten A, Li B (2014). Genome-wide analysis of alternative splicing in *Zea mays*: landscape and genetic regulation. Plant Cell.

[13] Gonzalez-Hilarion S, Paulet D, Lee KT, Hon CC, Lechat P, Mogensen E, Moyrand F, Proux C, Barboux R, Bussotti G (2016). Intron retention-dependent gene regulation in *Cryptococcus neoformans*. Sci Rep.

[14] Wang B, Guo G, Wang C, Lin Y, Wang X, Zhao M, Guo Y, He M, Zhang Y, Pan L (2010). Survey of the transcriptome of *Aspergillus oryzae* via massively parallel mRNA sequencing. Nucleic Acids Res.

[15] Xie BB, Li D, Shi WL, Qin QL, Wang XW, Rong JC, Sun CY, Huang F, Zhang XY, Dong XW (2015). Deep RNA sequencing reveals a high frequency of alternative splicing events in the fungus *Trichoderma longibrachiatum*. BMC Genomics.

[16] Ho EC, Cahill MJ, Saville BJ (2007). Gene discovery and transcript analyses in the corn smut pathogen *Ustilago maydis*: expressed sequence tag and genome sequence comparison. BMC Genomics.

[17] Loftus BJ, Fung E, Roncaglia P, Rowley D, Amedeo P, Bruno D, Vamathevan J, Miranda M, Anderson IJ, Fraser JA (2005). The genome of the basidiomycetous yeast and human pathogen *Cryptococcus neoformans*. Science.

[18] Zhao C, Waalwijk C, de Wit PJ, Tang D, van der Lee T (2013). RNA-Seq analysis reveals new gene models and alternative splicing in the fungal pathogen *Fusarium graminearum*. BMC Genomics.

[19] Li Q, Lee JA, Black DL (2007). Neuronal regulation of alternative pre-mRNA splicing. Nat Rev Neurosci.

[20] Nilsen TW, Graveley BR (2010). Expansion of the eukaryotic proteome by alternative splicing. Nature.

[21] Grabowski P (2011). Alternative splicing takes shape during neuronal development. Curr Opin Genet Dev.

[22] Kalsotra A, Cooper TA (2011). Functional consequences of developmentally regulated alternative splicing. Nat Rev Genet.

[23] Savory EA, Zou C, Adhikari BN, Hamilton JP, Buell CR, Shiu SH, Day B (2012). Alternative splicing of a multi-drug transporter from *Pseudoperonospora cubensis* generates an RXLR effector protein that elicits a rapid cell death. PLoS One.

[24] Rodriguez-Kessler M, Baeza-Montanez L, Garcia-Pedrajas MD, Tapia-Moreno A, Gold S, Jimenez-Bremont JF, Ruiz-Herrera J (2012). Isolation of UmRrm75, a gene involved in dimorphism and virulence of *Ustilago maydis*. Microbiol Res.

[25] Ruiz-Roldan C, Pareja-Jaime Y, Gonzalez-Reyes JA, Roncero MI (2015). The transcription factor Con7-1 is a master regulator of morphogenesis and virulence in *Fusarium oxysporum*. Mol Plant Microbe Interact.

[26] Cheon SA, Jung KW, Chen YL, Heitman J, Bahn YS, Kang HA (2011). Unique evolution of the UPR pathway with a novel bZIP transcription factor, Hxl1, for controlling pathogenicity of *Cryptococcus neoformans*. PLoS Pathog.

[27] Bhat RG, Subbarao KV (1999). Host range specificity in *Verticillium dahliae*. Phytopathology.

[28] Klosterman SJ, Subbarao KV, Kang S, Veronese P, Gold SE, Thomma BP, Chen Z, Henrissat B, Lee YH, Park J (2011). Comparative genomics yields insights into niche adaptation of plant vascular wilt pathogens. PLoS Pathog.

[29] Mignone F, Gissi C, Liuni S, Pesole G (2002). Untranslated regions of mRNAs. Genome Biol.

[30] Liu W, Zhou Y, Hu Z, Sun T, Denise A, Fu XD, Zhang Y (2010). Regulation of splicing enhancer activities by RNA secondary structures. FEBS Lett.

[31] Huang C, Xie MH, Liu W, Yang B, Yang F, Huang J, Wu Q, Fu XD, Zhang Y (2011). A structured RNA in hepatitis B virus post-transcriptional regulatory element represses alternative splicing in a sequence-independent and position-dependent manner. FEBS J.

[32] Lejeune F, Maquat LE (2005). Mechanistic links between nonsense-mediated mRNA decay and pre-mRNA splicing in mammalian cells. Curr Opin Cell Biol.

[33] Mendell JT, Sharifi NA, Meyers JL, Martinez-Murillo F, Dietz HC (2004). Nonsense surveillance regulates expression of diverse classes of mammalian transcripts and mutes genomic noise. Nat Genet.

[34] Hillman RT, Green RE, Brenner SE (2004). An unappreciated role for RNA surveillance. Genome Biol.

[35] Kalyna M, Simpson CG, Syed NH, Lewandowska D, Marquez Y, Kusenda B, Marshall J, Fuller J, Cardle L, McNicol J (2012). Alternative splicing and nonsense-mediated decay modulate expression of important regulatory genes in *Arabidopsis*. Nucleic Acids Res.

[36] Ebbole DJ, Jin Y, Thon M, Pan H, Bhattarai E, Thomas T, Dean R (2004). Gene discovery and gene expression in the rice blast fungus, *Magnaporthe grisea*: analysis of expressed sequence tags. Mol Plant Microbe Interact.

[37] Xiong DWY, Ma J, Klosterman SJ, Xiao S, Tian C (2014). Deep mRNA sequencing reveals stage-specific transcriptome alterations during microsclerotia development in the smoke tree vascular wilt pathogen, *Verticillium dahliae*. BMC Genomics.

[38] Wang BB, Brendel V (2006). Genomewide comparative analysis of alternative splicing in plants. Proc Natl Acad Sci U S A.

[39] Jin L-R, Wan P, Kong L-J, Yu D-Z, Huang W, Huang M-S, Wang L (2011). The study on the pathogenicity of differentiation of *Verticullium dahliae* in Hubei province. Cotton Sci.

[40] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[41] Conesa A, Gotz S, Garcia-Gomez JM, Terol J, Talon M, Robles M (2005). Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics.

# Supplementary material for: Transcriptome analysis reveals the complexity of alternative splicing regulation in the fungus Verticillium dahliae
**Source:** BMC Genomics. 2017 Feb 6;18:130. doi: 10.1186/s12864-017-3507-y
**Supplement:** Additional file 1: Figure S1. — Expression profile of the annotated protein-coding genes in the V. dahliae genome revealed by the 1st dataset. Figure S2. The V. dahliae non-coding regions could be enriched in secondary structures. Figure S3. Statistics of the TopHat junction reads. Figure S4. Overlap of the all AS genes. Figure S5. Mutually exclusive exons. Figure S6. Combinatory alternative splicing patterns for V. dahliae pre-mRNA alternative splicing. Figure S7. Representative of biological functions controlled by alternative splicing in the plant pathogen. Figure S8. Representative of biological functions controlled by alternative splicing in the plant pathogen.

**Transcriptome analysis reveals the complexity of alternative splicing regulation in the fungus *Verticillium dahliae***

Jin et al.,

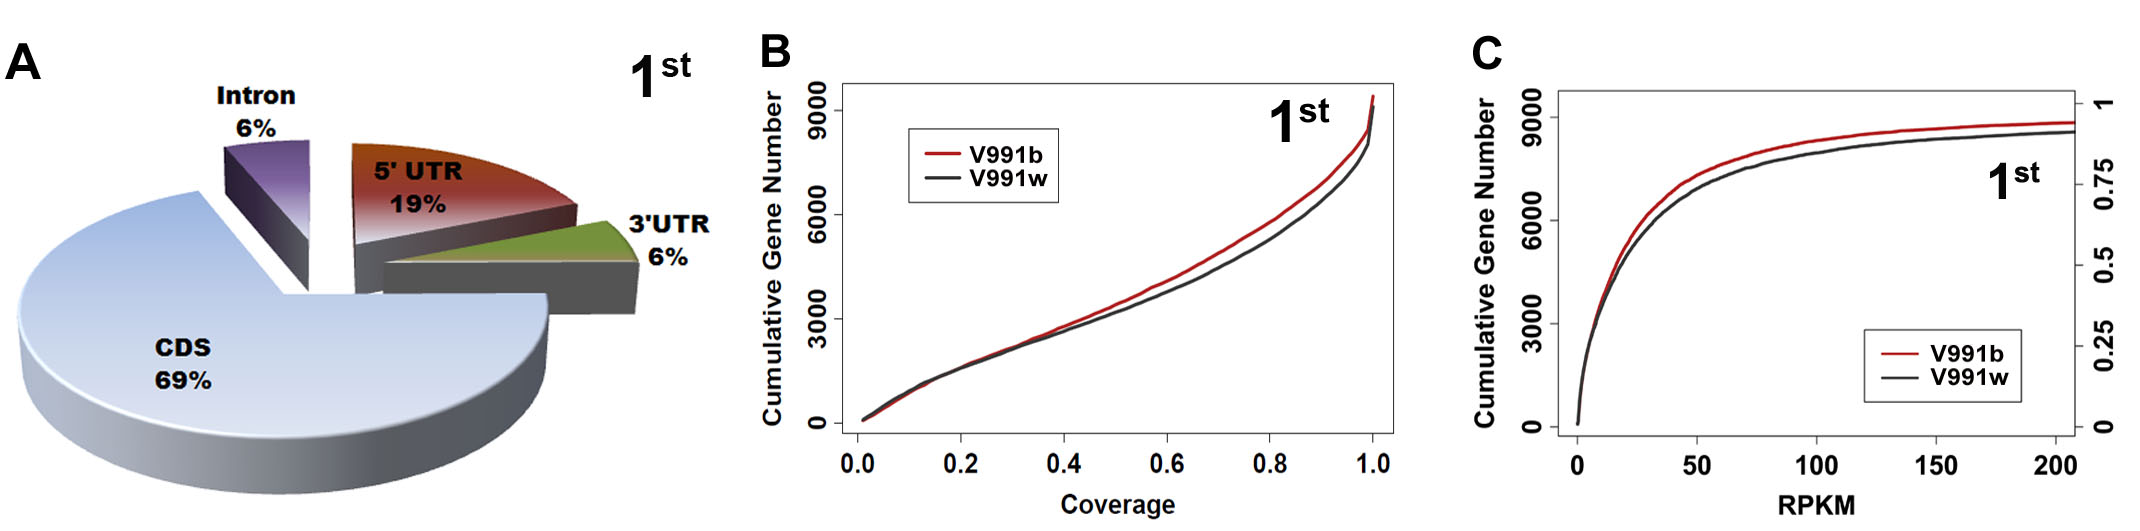

**Figure S1.** Expression profile of the annotated protein-coding genes in the *V. dahliae* genome revealed by the 1^st^ dataset. **(A)** Distribution of the mapped reads in different regions of the expressed genes. The reads of the 1^st^ dataset from both the high- and low-virulence strains were combined for the analysis. **(B)** RNA-seq reads coverage of all expressed genes (1^st^ dataset). Base coverage of each mRNA by the mapped cDNA reads was first calculated, and the number of genes was then plotted against the coverage from 0 (no coverage) to 1 (100% coverage). **(C)** The expression level of all expressed genes represented by RPKM (1^st^ dataset). RPKM stands for mapped reads per kilo base of mRNA per million reads.

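The RPKM of a gene is its number of reads divided by its exonic length in kilobases and by the library total, so it changes with the total chosen. In the deposited values of the 1st dataset, 8649 genes in V991w and 8919 genes in V991b were detected with an RPKM of at most 50, and 192 and 201 genes had an RPKM of at least 100.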

**
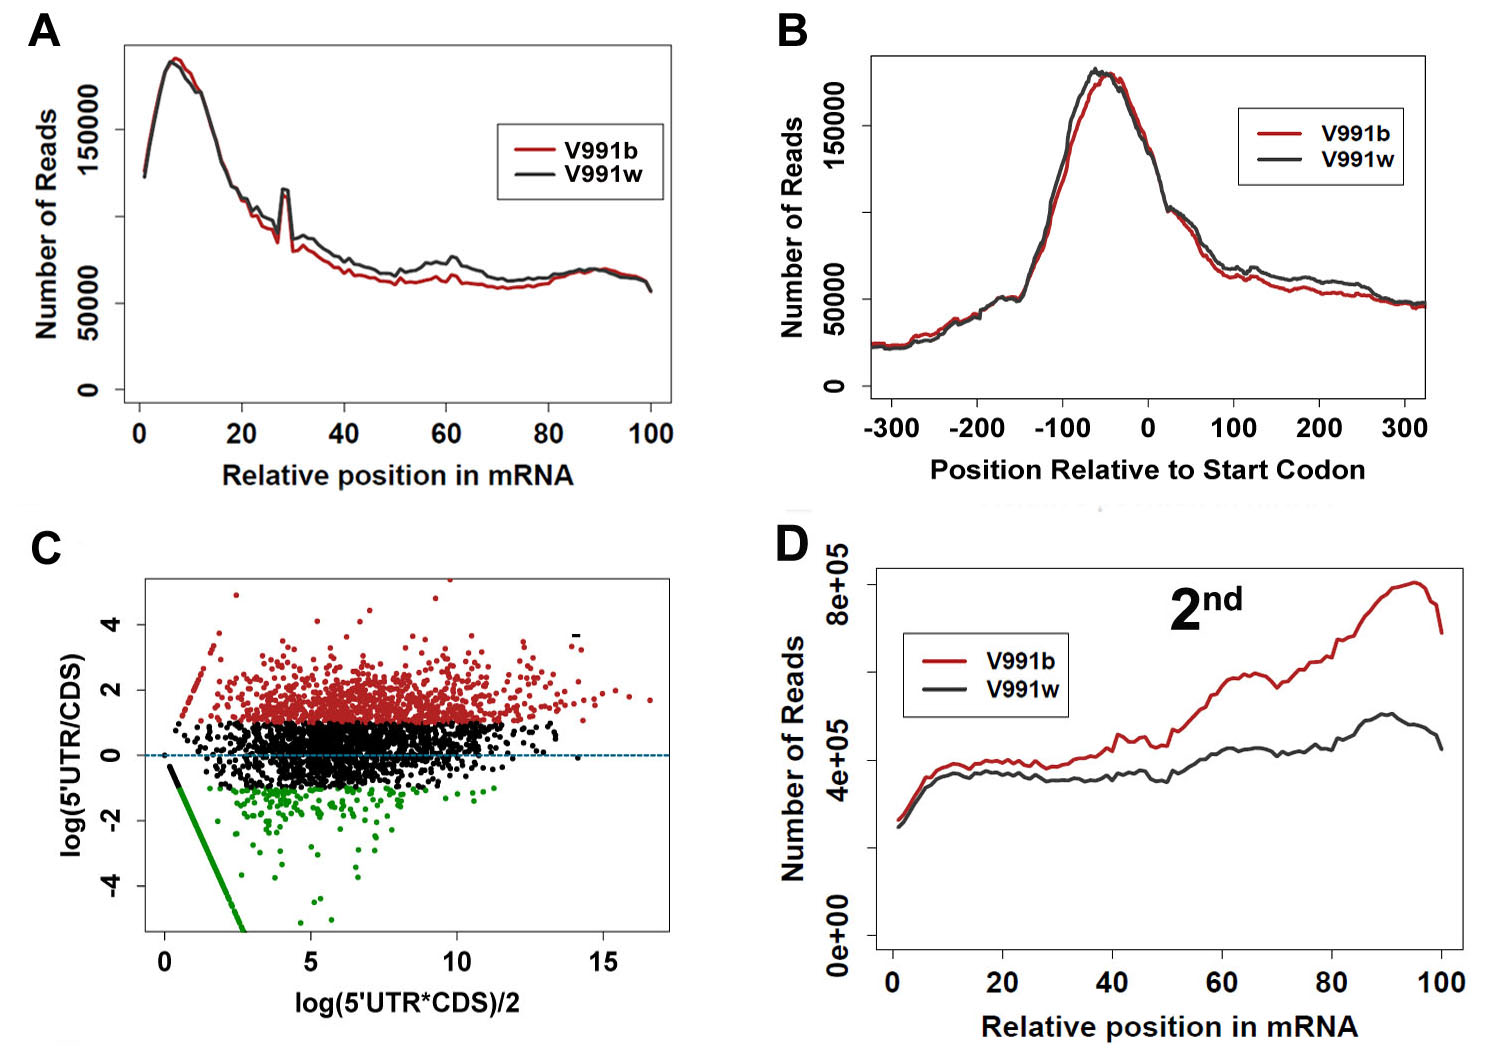
**

**Figure S2.** The *V. dahliae* non-coding regions could be enriched in secondary structures. **(A and D)** Distribution of the mapped reads across the mRNAs from the 5' to 3' end: A-1^st^ dataset; D-2^nd^ dataset. Each mRNA was divided into 100 bins and cDNA reads in each bin was calculated, following by plotting the average read number in each bin along with the mRNA position. **(B)** Plot of the sequence reads of both strains located within 300bp from the translation start codons (1^st^ dataset). **(C)** MA plot of the ratio of cDNA reads in the 5’UTR and CDS regions in all expressed genes containing 5' UTR regions (1^st^ dataset). Y-axis indicates the log_2_ ratio, while X-axis indicates the log_2_ value of the average read concentration in these two regions. Read and green dots show the genes with over-expressed 5' UTR and CDS, respectively.

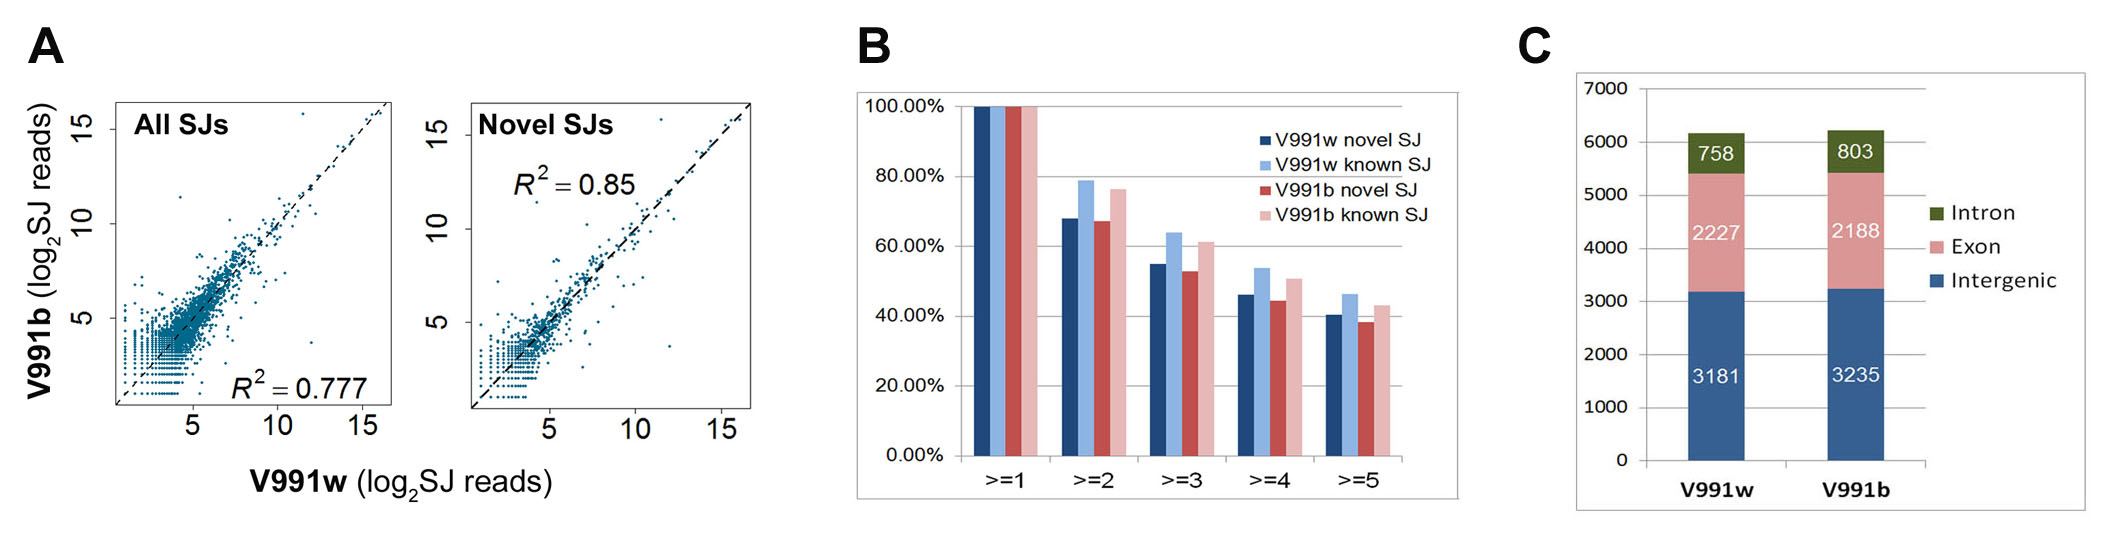

**Figure S3**. Statistics of the TopHat junction reads. (A) Expression correlation of all detected SJ reads and novel SJ reads between two strains; only SJs containing at least one supporting read in both strains were counted, and those existed in one strain but not the other were removed. Supporting reads for all and only novel SJ reads were separately plotted. (B) The percentage of the SJs supported by more than one, two, three and four reads in relative to the total SJs was calculated. The calculation was performed for both the known and novel SJs, and for both *V. dahliae* strains. (C) The genome distribution of the TopHat novel junctions from the 1^st^ dataset was plotted and shown.

**
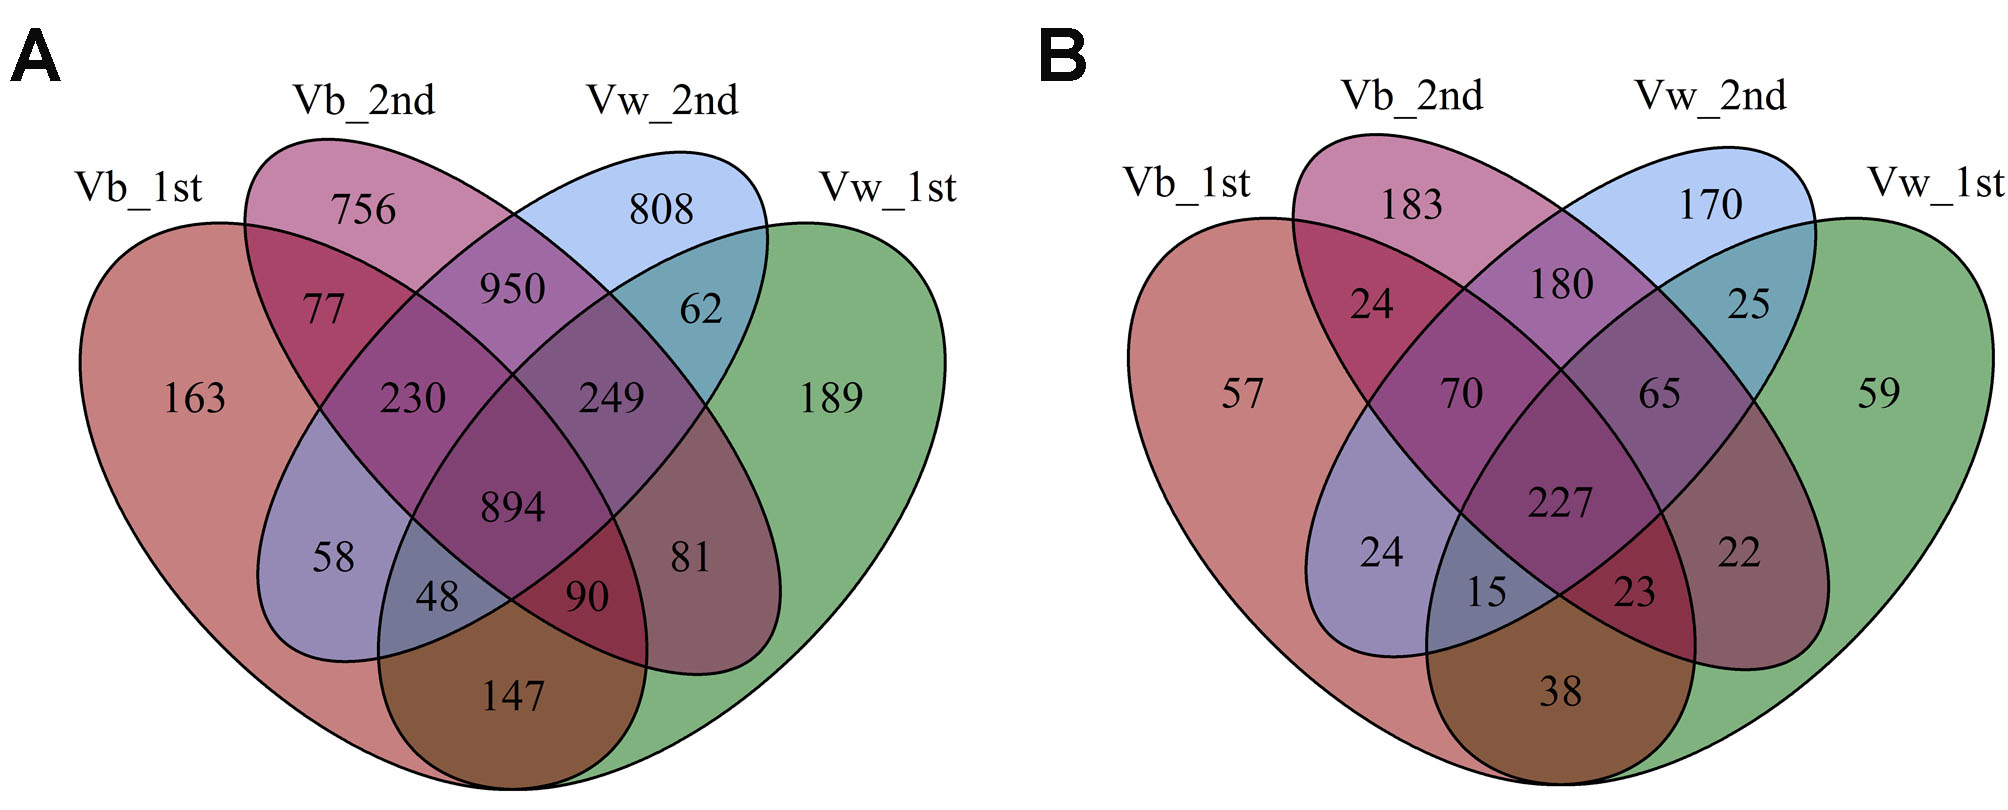
**

**Figure S4**. Overlap of the all AS genes. (**A**) and aJAS genes (**B**) among four transcriptomes of *V. dahliae* strains V991b (Vb) and V991w (Vw).

**
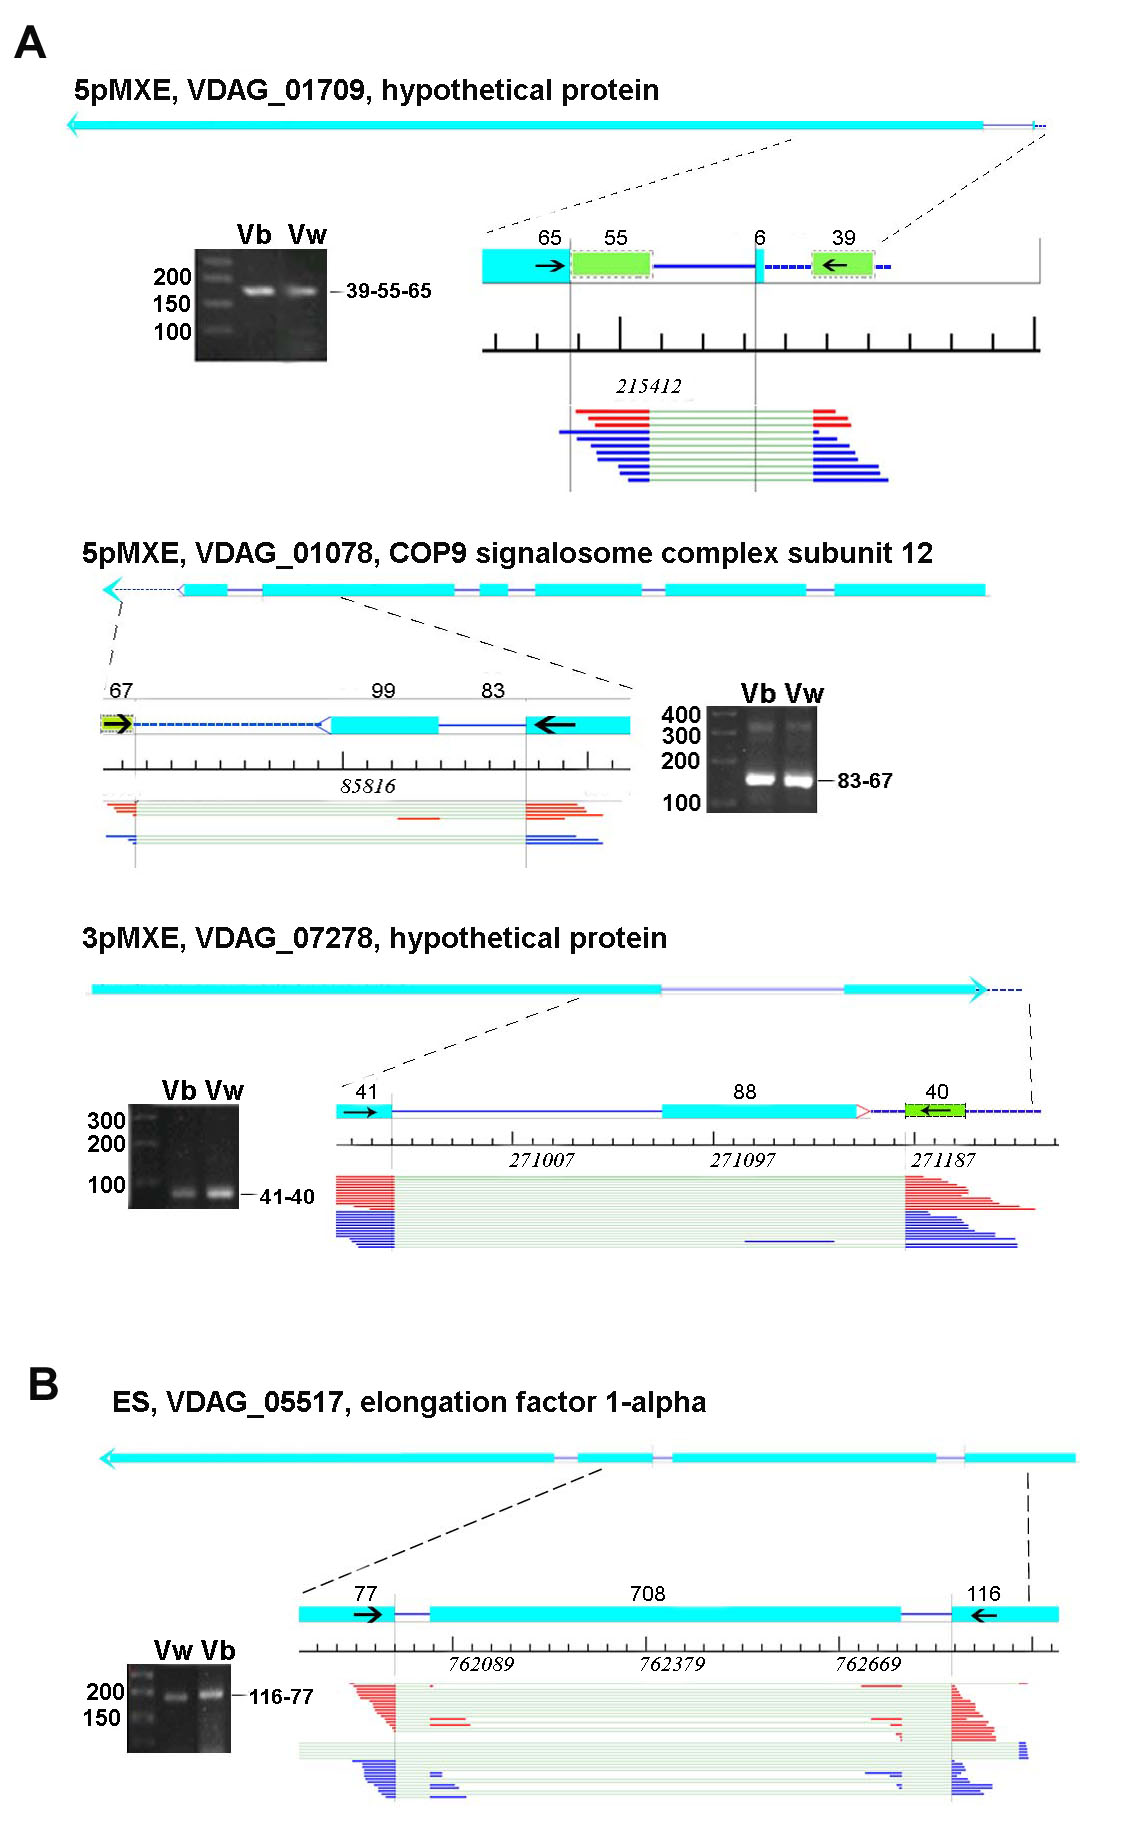
**

**Figure S5**. Mutually exclusive exons. (A) and exon skipping (B) detected for *V. dahliae* pre-mRNA alternative splicing. The figure is labeled as described in Figure 2.

**
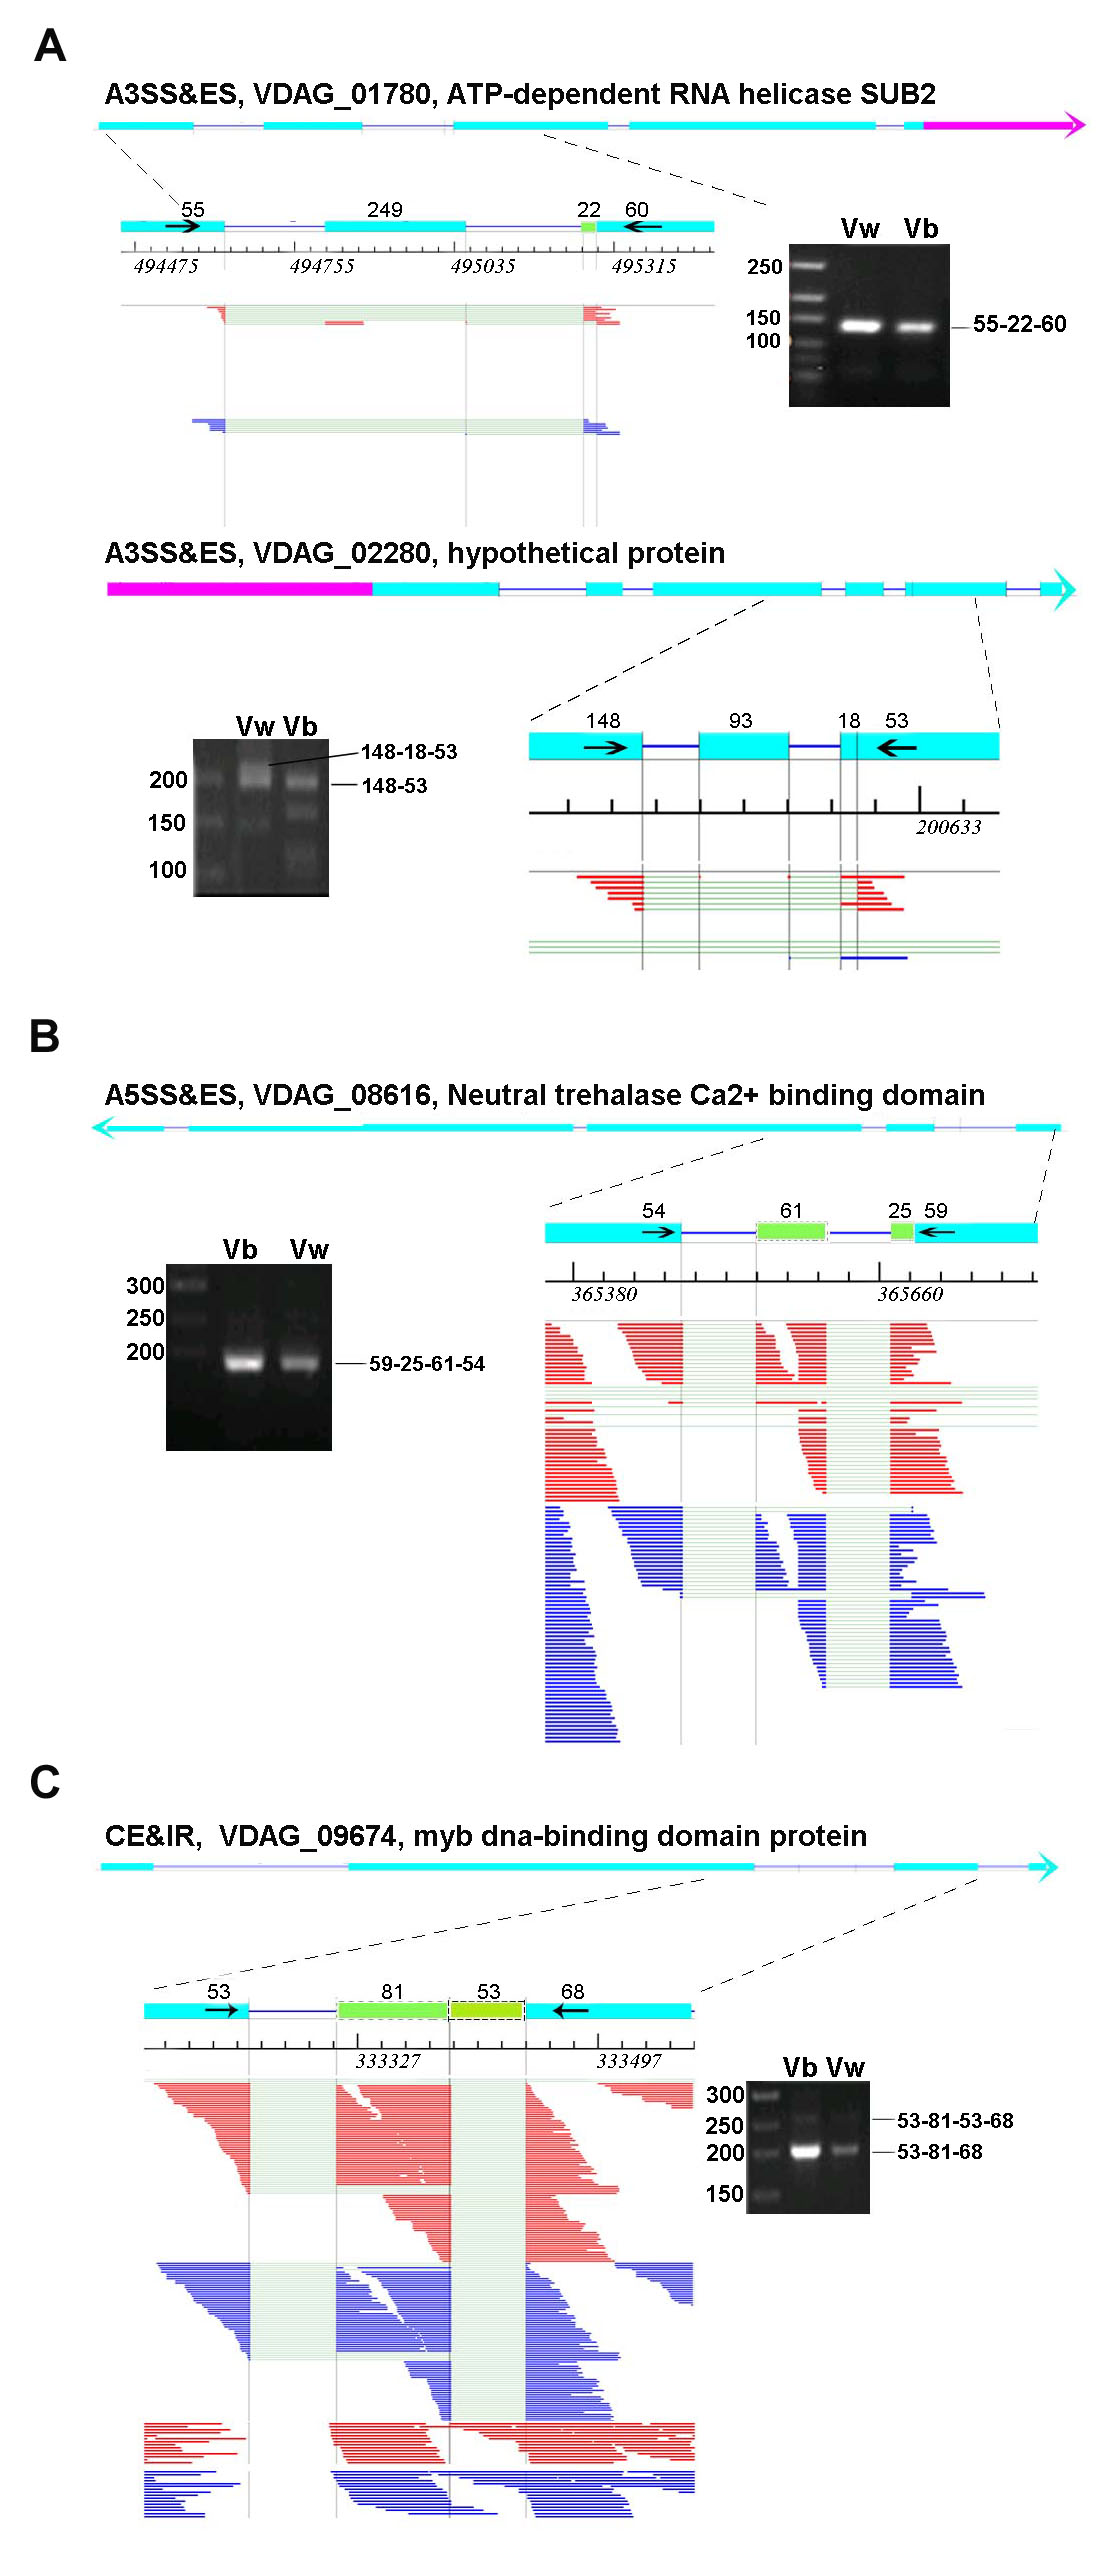
**

**Figure S6**. Combinatory alternative splicing patterns for *V. dahliae* pre-mRNA alternative splicing. (A) A3SS&ES; (B) A5SS&Cassette Exon; (C) Cassette Exon & Intron retention. The figure is labeled as described in Figure 2.

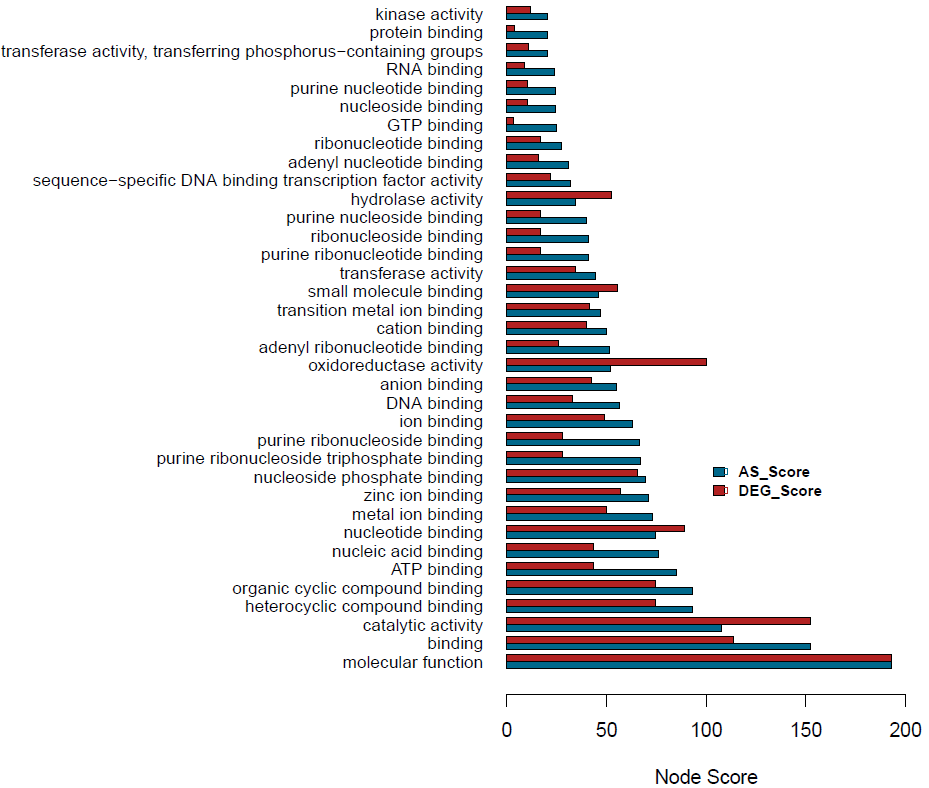

**Figure S7**. Representative of biological functions controlled by alternative splicing in the plant pathogen. All the molecular function terms with a node score larger than 20 were selected for presentation; the node scores of corresponding terms were plotted.

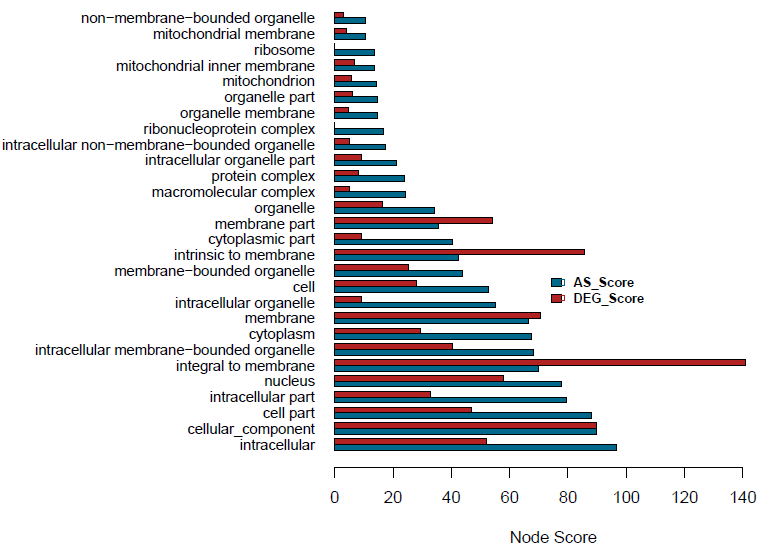

**Figure S8**. Representative of biological functions controlled by alternative splicing in the plant pathogen. All the cellular component terms with a node score larger than 10 were selected for presentation; the node scores of corresponding terms were plotted.

# Supplementary material for: Transcriptome analysis reveals the complexity of alternative splicing regulation in the fungus Verticillium dahliae
**Source:** BMC Genomics. 2017 Feb 6;18:130. doi: 10.1186/s12864-017-3507-y
**Supplement:** Additional file 2: Table S1. — The genic distribution of two sets of transcriptome sequencing reads from the two V. dahliae strains. Table S2. Statistics of the expressed exons, introns and splice junctions (SJ) in the vegetative grown V. dahliae (1st dataset). Table S3. PCR Primers used in this study.

Contents of supplement tables

[Table S1. The genic distribution of two sets of transcriptome sequencing reads from the two *V. dahliae* strains. 2](#_Toc462214428)

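Table S1 divides the reads on genes among the 5′ UTR, 3′ UTR, coding and intronic regions, and its depth per base sets the reads of a region against the bases of that region in the annotation. The deposited files give 1 number of reads per gene, without this division, so the regions were not analysed here. The exonic length in these files sums to 15709604 bases and the intron length to 1960652 bases. Reads counted on genes summed to 1597210 in V991w and 1530410 in V991b for the 1st dataset, and to 7999512 and 9715635 for the 2nd.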

[Table S2. Statistics of the expressed exons, introns and splice junctions (SJ) in the vegetative grown *V. dahliae* (1^st^ dataset). 3](#_Toc462214429)

[Table S3. PCR Primers used in this study 3](#_Toc462214430)

## Table S1. The genic distribution of two sets of transcriptome sequencing reads from the two *V. dahliae* strains.

| **A．RNase III fragmentation of PolyA-mRNA and non-directional cDNA library construction, 1^st^ dataset** | | | | | |
| --- | --- | --- | --- | --- | --- |
| Sample | | 5’UTR | 3’UTR | CDS | Introns |
| V991w | | 209,536 | 101,156 | 1,034,829 | 83,518 |
|  |  | (14.66%) | (7.08%) | (72.41%) | (5.85%) |
| V991b | | 207,725 | 118,187 | 955,100 | 88,386 |
|  |  | (15.17%) | (8.63%) | (69.75%) | (6.45%) |
| Total reads | | 417261 | 219343 | 1989929 | 171904 |
| Bases in each region | | 298,696 | 426,826 | 14,984,083 | 1,960,651 |
|  |  | (1.69%) | (2.41%) | (84.80%) | (11.10%) |
| Average depth/base |  | 111.76 | 41.12 | 10.64 | 7.04 |

| **B. Metal ion fragmentation of polyA-mRNA and directional cDNA library construction, 2^nd^ dataset** | | | | |
| --- | --- | --- | --- | --- |
| Sample | 5’UTR | 3’UTR | CDS | Introns |
| V991w | 400,383 | 483,651 | 6,381,550 | 298,717 |
|  | (5.29%) | (6.40%) | (84.36%) | (3.95%) |
| V991b | 384,190 | 734,615 | 7,685,604 | 365,068 |
|  | (4.19%) | (8.01%) | (83.82%) | (3.98%) |
| Total reads | 784,573 | 1,218,266 | 14,067,154 | 663,785 |
| Bases in each region | 298,696  (1.69%) | 426,826  (2.41%) | 14,984,083  (84.80%) | 1,960,651 (11.10%) |
| Average depth/base | 210.13 | 228.34 | 78.10 | 27.08 |

## Table S2. Statistics of the expressed exons, introns and splice junctions (SJ) in the vegetative grown *V. dahliae* (1^st^ dataset).

| **Type** | **All annotated** | **V991b** | | **V991w** | | **Total detected** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Supporting reads | |  1 |  5 |  1 |  5 |  1 |  5 |
| Exons | 29,685 | 22,041 | 13,862 | 21,083 | 13,607 | 23,570 (79.40%) | 15,083 (50.81%) |
| Intron | 19,150 | 8,426 | 1238 | 7,931 | 1,116 | 10,511 (54.89%) | 1,472 (7.69%) |
| Predicted SJ | 19,150 | 7,540 | 3243 | 7,420 | 3,438 | 8,804 (45.97%) | 4,049 (21.14%) |
| Novel SJ | **---** | **3,113** | **1192** | **3,083** | **1,244** | **4,790** | **1,750** |
| All SJ | --- | 10,653 | 4435 | 10,503 | 4,682 | 13,594 | 5,799 |

## Table S3. PCR Primers used in this study

| **Primers for alternative splicing validation** | | | |
| --- | --- | --- | --- |
| Name | Sequence | Name | Sequence |
| VDAG_01079F | CGACAATACCGCTAAAGTG | VDAG_01520F | CAGCCATTGCGAAGAAGAT |
| VDAG_01079R | ATGAAGTACCAGTAACGGGA | VDAG_01520R | GTTTCAATGGGGATTTCCAG |
| VDAG_01237F | GGGGATTGAAGAGGATTGAT | VDAG_01780F | CTGAAGCCCGAACTTCTTC |
| VDAG_01237R | TTTTCGGTCTGCTCAACAAA | VDAG_01780R | TCTTTCCGAGACCAGACTT |
| VDAG_02454F | CATTCAACTTCTCTCCCTCG | VDAG_03004F | GACAATCACAAGGAGGAGAC |
| VDAG_02454R | CGTAGACAATGACACCCTG | VDAG_03004R | TTCAACTCGATGGCCTCTAT |
| VDAG_07469F | TTTCAACTTTGGGACCTCTC | VDAG_04099F | CAACAAGCGTGTCACAAAC |
| VDAG_07469R | CAATATCCTCCATCTTGCCA | VDAG_04099R | TAAAAGTTCTGCAGCGCGTA |
| VDAG_08889F | GCATACTCTGGCTCGTTC | VDAG_04392F | GTTGATGCCGTTGTCTACT |
| VDAG_08889R | CTTGGATGAGAGCAGAACC | VDAG_04392R | ATCCCACTTGATTTCCGAAG |
| VDAG_00443F | GATTGTTACCCGGAACAGG | VDAG_04652F | GACCCAGGAGAAGGTCTAC |
| VDAG_00443R | TAGTCAGGAGAAGGAGATGC | VDAG_04652R | GCCAGATTCGTTTTCCATCT |
| VDAG_00578F | TTCGCAAGATTGTCAAGGC | VDAG_05964F | CGCAAGTACGAAATGAACAG |
| VDAG_00578R | ACAAGCCGGGTCCAAAAG | VDAG_05964R | AGTCGATGAGCTTGATAATGT |
| VDAG_08635F | TTGCCAAGGTCAAGGGATTGTTCGG | VDAG_06451F | GTCTGACATGGGCGATGA |
| VDAG_08635R | AGCAGCCGGCGCATCAGG | VDAG_06451R | CTTCTTCTCGTCTTCTTCGG |
| VDAG_07739F | CGTCTCGTGTCGTACATTCTCGGG | VDAG_08324F | GTGCTTCGCTTAATCTGTGA |
| VDAG_07739R | CGTACAAGAAGCCACCAAAGGCA | VDAG_08324R | TCGGCATATTGCCCGAAT |
| VDAG_06386F | CATCGGCATGATGGGCCTCCG | VDAG_08379F | CGCGAAGAAGGATGACAAGA |
| VDAG_06386R | AGTAGTTGCTGAAGCCGCCG | VDAG_08379R | CTGTTCTCCTTCTCAGACTC |
| VDAG_01773F | ACTGCCGCTGTTTGCTCCAGA | VDAG_08400F | CCTGTGCTTCCTCTCCTC |
| VDAG_01773R | GGAGGAACGCTGCCTTGCCA | VDAG_08400R | CATGTTGTCTTTGGCAGATG |
| VDAG_01751F | GAGTCTCGCGACCCCCGTGA | VDAG_10099F | AAACTCATGAATGGCTTTGG |
| VDAG_01751R | TGGCAACGGCCTCCTCATCTG | VDAG_10099R | GAGCGAATTGAACGGTTAGA |
| VDAG_01706F | CGGAAGTACTCGGAGTCGTAGGCG | VDAG_01690F | GCCGGGCCAGGCAATGACTC |
| VDAG_01706R | CGCAAACGCCGTGTGTCCCT | VDAG_01690R | CAACCCGTGCGGACCTTGGC |
| VDAG_01696F | GCGACACAGGACGCGGAGG | VDAG_00171F | CCCAGCAGGCGGCAGACTTG |
| VDAG_01690R | AGGAATACCACGGATTCTTCCTCACC | VDAG_00171R | GCAGACCTCATCGCTTCCGGG |
| VDAG_05625F | CCAGATCGCGAGGTCGGGC | VDAG_05964F | CCGCGACACCACGGGTGAG |
| VDAG_05625R | GCCTTGGTCTTCTCGTATTCTTCGGT | VDAG_05964R | TGGCGCATGATCTGGACTTCCT |
| VDAG_06555F | GCCCCATTCCCACGTGTGGTC | VDAG_01137F | AGCCTCGGAAACAGTACCAGACC |
| VDAG_06555R | ACGGGACCATCCATGCCTTCG | VDAG_01137R | GCGGAGGGGGCCATTGTAGC |
| VDAG_01312F | TCGACCAGCACGACAGTCACC | VDAG_01709F | TCGGGGAGAGCTCGTGGGAT |
| VDAG_01312R | GGTCGTCACCACTGCGCTCG | VDAG_01709R | TCAACCCCAACCGAGCAAGGC |
| VDAG_01078F | CGGGGAATGCGCCGTTCTTG | VDAG_05517F | AATACACGACGCCCTGTGGTACT |
| VDAG_01078R | GTTTGCCGCGGCCATCAGTC | VDAG_05517R | GGCCCTCCGTTGGACTTGGG |
| VDAG_01780F | AAGCCCGAACTTCTTCGTGCCA | VDAG_02280F | CCTTCACGGGCGAGCCCAAC |
| VDAG_01780R | CGGCCGTCTTTCCGAGACCAG | VDAG_02280R | GCGTTCTGCCCTCTTCTCCCC |
| VDAG_08616F | TCGACGATGCCAAGACGTACTACA | VDAG_09674F | CAGCGCCTCAAGCAGATGCGA |
| VDAG_08616R | GGTCGACTGGACATTGACGAGGA | VDAG_09674R | ACCTTCTGCCCAATAACCTTCCACTT |

How the deposited data were processed for this re-analysis (not part of the article)

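RNA-seq values of 4 libraries were analysed: 1 library of V991w and 1 of V991b in each of 2 datasets. The datasets served as replicates 1 and 2 of each strain. Strain and dataset were taken from the sample labels and the paper. For the 2nd dataset, the labels name RNase III and the paper metal ion fragmentation, and the paper was followed.

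The authors aligned the reads with TopHat to the V. dahliae genome and annotation of the Broad Institute, allowing at most 2 mismatches, and for the 1st dataset kept only reads on gene regions. The program that counted the reads is not named in the text of the paper. The authors deposited the number of reads counted on each gene, as whole-number counts without normalization that keep the whole part of the reads implied by RPKM. The authors also deposited RPKM, relative to exonic length and to a library total larger than the sum of the counts. The deposited coverage is the fraction of a gene's bases covered by reads. The deposited depth is a signal, the mean number of reads over each base, not normalized for library size. The lists of IR events, aJAS events and PTC-containing genes are the paper's Additional files 3, 4, 5, 8 and 9. Of the IR events, 1999 of each dataset were used here, and those of the 2nd dataset lie on 19 supercontigs. Intronic introns were left out of the aJAS lists.

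From these values, genes with at least 1 read were taken as detected. RPKM was compared on the log2(RPKM + 1) scale. The counts of all 4 libraries were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter of filterByExpr, the quasi-likelihood test, the dataset as a block and Benjamini-Hochberg adjustment. The fit without the block is given beside it. DESeq2 1.42.0 was an alternative. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. Within a dataset, with 1 library per strain, no p-value is given. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 bins. These were drawn from all other detected genes for the PTC-containing genes, and from other detected intron-containing genes on the supercontigs of the list for IR and aJAS events. Positions were tested with 10000 permutations. Intervals for shares are Wilson intervals at 95% and, like the floor of 3 reads, cover counting error only.

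Genes to be named were chosen by a rule fixed before the data were examined: the VDAG genes that the text of the paper names, and the 5 genes with the largest log2 fold change in each direction among those with an adjusted p-value under 0.05, at least a 2-fold difference in the same direction in both datasets, and at least 10 reads in at least 1 library of each dataset. The difference per dataset was taken from edgeR fits to that dataset alone, with the dispersion of the 4 libraries. The rule was met by 211 genes higher in V991b and 105 higher in V991w. The files do not pair identifiers with names, so 2 genes per direction are printed. VDAG_01137 was added because Fig. 4f shows it.

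The scripts were tested on simulated data. With counts drawn around the means of the real libraries and 198 tested genes changed by a log2 fold change of 2, at a constant dispersion of 0.0869, the edgeR fit with the block recovered 76.8% of the changed genes with 8 false calls, the fit without it recovered 0 of them, and DESeq2 recovered 60.6%. The simulated dispersion is the same for every gene, which real genes do not share. The simulated change was also the same in both datasets, as the fit with the block assumes, which real strain differences need not be. The better recovery with the block was therefore built in and does not show that the block suits the real data.

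The reads counted on genes were 1597210 and 1530410 in V991w and V991b in the 1st dataset and 7999512 and 9715635 in the 2nd. The libraries of the 2nd dataset can show smaller shares, 3.75e-05 and 3.09e-05% of the reads for 3 reads against 0.000188 and 0.000196%. Libraries were compared in pairs to look for 1 library deposited more than once. The chi-square per degree of freedom was 22.6 or more in each pair, so no 2 libraries were counted as 1. Separate cultures differ by more than counting noise, so this comparison shows nothing further about the libraries.

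Alternatives covered the threshold for detection, the pseudocount, filters on low values, the normalization, the block, the random lists, each dataset left out in turn, and the 2nd dataset thinned at random in 10 draws to the totals of the 1st. Alternatives chosen after the data were seen were RPKM relative to the reads counted on genes, random lists from intron-containing genes for the PTC-containing genes, and exchanged strain columns in the IR list of the 1st dataset. Reads by UTR, coding and intronic region, splice junctions, RT-PCR and gene ontology were not analysed here, and no genome sequence was used here.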

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

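None of the tests in this part was chosen after its result was seen. All of them rest on 1 library per strain in each dataset.

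The strain difference went in opposite directions in the 2 datasets for 41 genes that were at least 2-fold different in both. Of these, 12 were higher in V991b in the 1st dataset and 29 in V991w, while 395 genes kept their direction. The difference between the datasets was not tested for any single gene, since each dataset has 1 library per strain. If low read numbers were behind these genes, their share would fall among well-read genes. Among genes with at least 100 reads in every library, 9.68% (6 of 62) were in opposite directions, against 9.40% of all genes at least 2-fold different in both datasets. The 95% Wilson interval of the share among well-read genes, 4.51 to 19.5%, is too wide to exclude a fall by 50%, so low read numbers remain possible. If the strain labels of a dataset were exchanged, the strain differences would correlate negatively across genes, and their r was 0.459. Culture batch, fragmentation and library construction changed together between the datasets, so the 41 genes cannot be told apart from an effect of low read numbers or of any of these. No biological explanation was tested.

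Reads were found in V991b only for 54 genes, with at least 10 reads in V991b in the 2nd dataset and 0 reads in V991w in both datasets, and for 0 genes in V991w only under the mirrored rule. The paper does not report on such genes. They lay on 23 supercontigs, 8 of them on supercontig 1.16, and 32 also had reads in V991b in the 1st dataset. Their median was 19.5 reads in V991b in the 2nd dataset, with a maximum of 474 reads for VDAG_05715. The deposited numbers are truncated to whole reads, so 0 reads in V991w can go with an RPKM above 0. For VDAG_05715, the RPKM in V991w was 0 in both datasets. Low depth was tested by dividing each gene's reads between the strains by library size alone, which gave at most 2 such genes in 1000 draws. These draws hold counting noise only, while the V991w and V991b libraries of the 2nd dataset differed with a chi-square of 148 per degree of freedom, so for genes with few reads the draws cannot exclude low depth together with the spread between cultures. Low depth does not account for VDAG_05715, which had 151 and 474 reads in V991b against 0 reads in V991w in both datasets. An exchanged strain label was tested with the 87 genes read in V991b only in the 2nd dataset, of which 44 had more reads in V991b and 12 more reads in V991w in the 1st dataset. The 54 genes formed 2 neighbouring pairs, against a mean of 0.275 in 10000 random placements (one-sided permutation p = 0.0308). Both pairs belong to 1 run of 3 genes, on supercontig 1.16 from 257352 to 263026, so the test rests on this run. With neighbours within 2 genes counted, there were 3 pairs (one-sided permutation p = 0.0174), and the added pair is the ends of the same run. Since no gene was read in V991w only, the test of position could be made for V991b alone and settles nothing about both strains. With at least 20 reads against at most 2 reads, 91 genes formed 8 pairs (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give). A hypothesis is that these genes may be absent from, diverged in or silent in V991w. Sequence differences of the strains from the reference, reads shared between paralogs and reads from another organism were not tested, as no genome was used here, so the pattern cannot be told apart from these or, for the genes with few reads, from low depth.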

How the results depend on the processing

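The alternatives were set before the data were examined, except RPKM relative to the reads counted on genes, random lists from intron-containing genes, and the exchanged strain columns. They gave 164 comparisons. Of those for single named genes, 18 were unchanged, 6 moved, 5 lost an adjusted p-value under 0.05 and 3 changed sign. The 18 kept their direction and, in fits to all 4 libraries, their side of the threshold. Fits that left out a replicate gave no p-value, so only direction and size were compared there. Of the others, 82 stayed within their error or within 1.5 times, and the rest are given here. For the median RPKM and the share of genes at low RPKM, the error was the SD between the datasets, 8.92 in V991w and 8.60 in V991b for the median, which is larger than the medians of the 1st dataset. By that measure the medians of the 1st dataset with at least 10 reads required, 5.09 and 4.29 in place of 3.05 and 2.65, counted as within their error although they rose more than 1.5 times. The causes of the changes were not tested.

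The net gain of detected genes in the 2nd dataset, 507, was 1457 with at least 5 reads, 1917 with an RPKM of at least 1 and 60.5 after thinning. The genes detected only in the 2nd dataset, 586, were 1482, 1949 and 357.5. Depth thus limits what a count of added genes shows. Relative to the reads counted on genes, the median RPKM of the 1st dataset was 18.2 in V991w and 17.2 in V991b in place of 3.05 and 2.65, and 36.8 and 36.9% of genes in place of 78.2 and 81.0% lay below an RPKM of 10.

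The correlation of RPKM between datasets was 0.823 in V991w and 0.802 in V991b with at least 10 reads in both libraries, 0.896 and 0.881 with TMM factors, 0.896 and 0.881 relative to the reads on genes, and 0.873 in V991b with a pseudocount of 0.1. The median ratio of RPKM, 3.75 and 3.98, was 5.38 and 5.98 with a pseudocount of 0.1, 4.74 and 5.02 with at least 10 reads, 1.05 in both strains with TMM factors, which centre it near 1 by design, and 1.24 and 1.27 relative to the reads on genes.

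The number of genes with an adjusted p-value under 0.05 depended strongly on the fit. Against 245 genes higher in V991b and 112 higher in V991w, no replicate block gave 0 and 0 (471 genes at an unadjusted p-value under 0.05), at least 10 reads in every library gave 0 and 0 (848 genes unadjusted), and no filter gave 416 and 230. After thinning, the draws ranged from 99 to 387 and from 29 to 258 genes. DESeq2 gave 250 and 142 genes and upper-quartile normalization 349 and 139. Of the 357 genes, 354 had the same direction in both datasets, which shows no stability because the test selects such genes. Tested genes with a fold change of at least 2 numbered 1454, and from 1884 to 1943 across the 2 fits that each left out one replicate.

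Across those fits, the log2 fold change ranged from -0.88 to 6.50 for VDAG_07278, from -0.41 to 0.024 for VDAG_01709 and from -0.22 to 0.041 for VDAG_01312. Without the block, VDAG_05715, VDAG_09532, VDAG_07741 and VDAG_03758 lost an adjusted p-value under 0.05, and VDAG_05715 also did so in DESeq2.

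Genes at least 2-fold different between strains numbered 2258, 2913 and 4027 in the 1st, the 2nd and either dataset with a pseudocount of 0.1, in place of 818, 1886 and 2268, and 2042 in the 1st and 1939 in the 2nd dataset with TMM factors, which reversed the order of the datasets. The correlation of the strain differences, 0.459, was 0.388 with at least 10 reads in every library.

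Among genes with an event in 1 strain only and at least a 2-fold difference, the share higher in the strain with the event was 9.47% for IR and 93.9% for aJAS in the 1st dataset and 82.0 and 87.8% in the 2nd. Without the limit of 2-fold, these shares were 30.6, 67.2, 68.4 and 70.3%. With the limit kept and the fold change from the other dataset, they were 33.3, 70.6, 66.7 and 77.8%. With the limit kept and only events also called on the reads of both strains together, the share for IR in the 2nd dataset was 88.2%. The direction for IR in the 1st dataset, 9.47%, reversed to 90.5% when the strain columns of the list were exchanged, which is its complement and no separate evidence.

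The share of PTC-containing genes that differ, 24.4%, was 4.04% with edgeR and 33.1% with a pseudocount of 0.1. For the other genes the shares were 22.0, 4.26 and 39.6%, so that PTC-containing genes had the lower share in both alternatives. With only other genes with a listed IR event as the comparison, their share was 24.9% against 24.4% (percentile 37.9). With other intron-containing genes it was 21.2% against 24.4% (percentile 68.9). Across all of these settings, the percentile among random lists stayed between 20.9 and 68.9. Genes read in V991b only numbered 91 with 8 neighbouring pairs, in place of 54 and 2, with at least 20 reads against at most 2 reads.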

Differences from the paper's values

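Where the paper states a value that was also computed here with the settings chosen first, no pair differed by more than 1.5 times. The paper's number of differentially expressed genes is 2789, and 2268 genes differed at least 2-fold here in either dataset. With the 2nd dataset thinned to the totals of the 1st, the number was 2722, with TMM factors 3172 and with a pseudocount of 0.1 4027. Other alternatives lowered it. It was 2165 with a mean RPKM of at least 1, and 2223 with at least 10 reads in at least 1 of the 2 libraries. With Fisher's exact test added to the fold change it was 2229. The paper's 146 PTC-containing genes among its differentially expressed genes compare with 114 here, with 155 with a pseudocount of 0.1 and with 18 when genes were called by edgeR. The paper counts 8359 genes with at least 1 intron, and 8525 genes had an intron length above 0 here. The numbers of genes with an RPKM of at most 50 in the 1st dataset were 8649 in V991w and 8919 in V991b, against about 6800 and about 7300 in Figure S1C, read by eye. In the 2nd dataset they were 7389 and 7603, against about 7400 and about 7600 in Fig. 1d, read by eye.

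The paper describes RPKM as much the same in both datasets. The median ratio of RPKM + 1 of the 2nd to the 1st dataset was 3.75 in V991w and 3.98 in V991b in the deposited values. With RPKM rescaled by TMM factors, an alternative set before the data were examined, it was 1.05 in both strains, which the centring of TMM fixes near 1. Relative to the reads counted on genes, which was chosen after seeing the values, it was 1.24 and 1.27. The paper's results text words RPKM as relative to the mapped reads in all genes, so this setting is nearer to its wording than the deposited values are.

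Fig. 5a shows IR events of the 1st dataset mainly in the strain with the higher expression. With the strain columns of Additional file 3 as headed, 9 of 95 genes (9.47%) were higher in the strain with the event. None of the alternatives set before the data were examined changed the direction. With the strain columns of the list exchanged, which was chosen after seeing the values, the share was 90.5%.

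The paper states that the A5SS events of Fig. 4f were found in the 2nd dataset and not in the 1st. Fig. 4f shows VDAG_01137 and VDAG_01312. The A5SS event of VDAG_01137, from 1009332 to 1009697, and the A5SS&ES event of VDAG_01312, from 1487508 to 1488142, are in the lists of both datasets. The paper's text gives 474 both as a number of IR events with PTCs and as a number of genes. Its Additional file 5 holds 474 events, the same number, in 468 different genes.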

Other observations

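The tests of the RPKM denominator and those of the IR list of the 1st dataset were chosen only after the result was seen; the other tests in this part were chosen before.

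The deposited RPKM of the 1st dataset is lower than that of the 2nd. Among genes with at least 10 reads in both libraries of a strain, the median ratio of the 2nd to the 1st dataset was 5.88 in V991w and 6.33 in V991b. A candidate explanation is the library total used for RPKM, of which reads on genes made up 16.6 and 15.2% in the 1st dataset and 78.4 and 79.0% in the 2nd. Relative to the reads counted on genes, the ratio was 1.26 in V991w and 1.23 in V991b, so the total accounted for most of the ratio in each strain. The range taken as close to 1 ended between these values, so V991b lay within it and V991w just outside, and the test did not show that the total accounts for the whole ratio. No biological explanation was tested.

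After rescaling by TMM factors, the ratio of the datasets still differed between genes. Among 6410 genes with at least 10 reads in every library, it was beyond 2-fold for 29.6% in V991w and 35.3% in V991b. Exonic length had a Spearman's rho with the ratio of 0.0701 in V991w and -0.116 in V991b, with opposite signs. The ratio in V991w and the ratio in V991b were correlated across genes with an r of 0.694, while the strain differences of the datasets were correlated with an r of 0.382. This is consistent with an effect of the dataset shared by the strains. Culture batch, fragmentation and library construction cannot be told apart within it, and no biological explanation was tested.

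More genes were read in V991b than in V991w in both datasets, 9335 against 9073 in the 1st and 10046 against 9788 in the 2nd. With the V991b library of the 2nd dataset thinned to the total of the V991w library, at least 9996 genes were detected in each of 20 draws. With the 50 genes with most reads left out and the libraries thinned to the same total, V991b still had at least 266 more genes in the 1st dataset and at least 204 more in the 2nd, in 20 draws each. Evenly spread reads, as from genomic DNA, were tested at the 747 genes with 0 reads in V991w in the 2nd dataset, where the V991b reads had a variance to mean ratio of 122 around the value given by exonic length, where a ratio under 2 had been set as the mark of even spread. In these tests, library size and a few genes with many reads did not account for the difference. The reads as a whole were not evenly spread, although a smaller even part among them was not excluded. That more genes may be present or transcribed in V991b remains a hypothesis, because sequence differences from the reference, reads shared between paralogs and reads from another organism were not tested, and each dataset has 1 library per strain.

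IR events of the 1st dataset called in 1 strain only lay mostly in genes lower in that strain, against the direction in the other lists. Exchanged strains in the expression files of the 1st dataset would also turn the aJAS events of that dataset, where 93.9% of genes were higher in the strain with the event. Exchanged strain columns in the IR list were examined with genes that have fewer than 5 reads in a strain. Of 790 events called in 1 strain only, 42 lay in genes with fewer than 5 reads in the strain called and 4 in genes with fewer than 5 reads in the other strain. In the IR list of the 2nd dataset these numbers were 0 and 42, in the aJAS list of the 1st 4 and 13, and in that of the 2nd 1 and 12. This test uses the same reads as the pattern and is its extreme, so it cannot decide. Against an exchange, the columns as headed hold 1294 calls in V991w and 1238 in V991b in the part of the list used here, in the same order as the paper's 1305 and 1247 in Table 1, a comparison that is not independent if Table 1 was made from this list. The pattern cannot be told apart from exchanged columns, and the columns were kept as headed.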
